# 2,4-Dimethoxy-6-Methylbenzene-1,3-diol, a Benzenoid From *Antrodia cinnamomea*, Mitigates Psoriasiform Inflammation by Suppressing MAPK/NF-κB Phosphorylation and GDAP1L1/Drp1 Translocation

**DOI:** 10.3389/fimmu.2021.664425

**Published:** 2021-05-14

**Authors:** Shih-Yi Chuang, Chi-Yuan Chen, Shih-Chun Yang, Ahmed Alalaiwe, Chih-Hung Lin, Jia-You Fang

**Keywords:** *Antrodia cinnamomea*, 2,4-dimethoxy-6-methylbenzene-1,3-diol, psoriasis, macrophage, GDAP1L1, Drp1

## Abstract

*Antrodia cinnamomea* exhibits anti-inflammatory, antioxidant, and immunomodulatory activities. We aimed to explore the antipsoriatic potential of 2,4-dimethoxy-6-methylbenzene-1,3-diol (DMD) derived from *A. cinnamomea*. The macrophages activated by imiquimod (IMQ) were used as the cell model for examining the anti-inflammatory effect of DMD *in vitro*. A significantly high inhibition of IL-23 and IL-6 by DMD was observed in THP-1 macrophages and bone marrow-derived mouse macrophages. The conditioned medium of DMD-treated macrophages could reduce neutrophil migration and keratinocyte overproliferation. DMD could downregulate cytokine/chemokine by suppressing the phosphorylation of mitogen-activated protein kinases (MAPKs) and NF-κB. We also observed inhibition of GDAP1L1/Drp1 translocation from the cytoplasm to mitochondria by DMD intervention. Thus, mitochondrial fission could be a novel target for treating psoriatic inflammation. A psoriasiform mouse model treated by IMQ showed reduced scaling, erythema, and skin thickening after topical application of DMD. Compared to the IMQ stimulation only, the active compound decreased epidermal thickness by about 2-fold. DMD diminished the number of infiltrating macrophages and neutrophils and their related cytokine/chemokine production in the lesional skin. Immunostaining of the IMQ-treated skin demonstrated the inhibition of GDAP1LI and phosphorylated Drp1 by DMD. The present study provides insight regarding the potential use of DMD as an effective treatment modality for psoriatic inflammation.

## Introduction

Psoriasis is one of the most common autoimmune skin disorders. Patients with psoriasis are characterized by red and thick plaques covered with silver multilayered scales. IL-23/helper T cell type 17 (Th17) axis is recognized to have a key role in psoriasis (1). Typical histopathology of psoriatic lesions includes epidermal hyperplasia, elongated rete ridge, and immune cell infiltration. The estimated global prevalence of psoriasis is 2%−3% (2). Approximately 80% of the patients with psoriasis are classified as mild-to-moderate (3), for which topical drug treatment is feasible. However, the topical treatment is far from satisfactory due to the time-consuming therapeutic course, frustration with efficacy, and side effects (4). There is an urgent need to develop new antipsoriatic agents with improved therapeutic efficiency and safety. The development of antipsoriatic candidates from natural resources can potentially achieve the purposes of superior therapeutic effectiveness and fewer adverse effects (5). Nearly 39%−62% patient population in Asia and the Middle East use complementary and alternative medicine for treating psoriasis (6) And nearly 47% of the patients in South Europe use plant extracts as a remedy against psoriasis (7).

Many natural compounds derived from mushrooms are known to exhibit anti-inflammatory and immunomodulatory activities (8). The mushroom *Antrodia cinnamomea* is used as a medicinal herb because of its biological properties. *A. cinnamomea* is traditionally used to treat diarrhea, abdominal pain, hypertension, cancers, and itchy skin (9). The extracts and bioactive compounds from *A. cinnamomea* are reported to show biological effects such as anti-inflammatory, antioxidant, antitumor, antihyperlipidemic, and hepatoprotective activities (10). The ethanolic extract derived from *A. cinnamomea* inhibits Th17 cell infiltration in the dermis of the psoriasiform lesion and can thus be a therapeutic option for psoriasis (11). Previous investigations (12, 13) suggest the anti-inflammatory activity of some benzenoids isolated from *A. cinnamomea* on the activated T cells and macrophages. Likewise, we demonstrated in a previous study (14) that the benzenoid 2,4-dimethoxy-6-methylbenzene-1,3-diol (DMD) from *A. cinnamomea* exerts anti-inflammatory activity in atopic dermatitis-like skin in mice. In that study, we mainly explored the therapeutic potential of DMD on psoriasis treatment based upon the cell-based and *in vivo* animal studies.

Psoriasis is generally regarded as a T cell-mediated disease. Nevertheless, there is increasing evidence indicating that macrophages also play an essential role in psoriasis pathogenesis (15). Macrophages differentiate from monocytes in the blood, enter the host tissue, and are influenced by the local environment. Macrophages are largely infiltrated in the dermal layer of psoriasis to release cytokines IL-23, IL-6, and TNF-α during the development of the lesion (16). We aimed to explore an effective strategy to treat psoriasis by regulating macrophage activation and to elucidate the possible mechanisms of DMD-mediated inhibition of inflammation using the macrophages (the differentiated THP-1 cells) as the cell model. Imiquimod (IMQ) is a Toll-like receptor (TLR)7 ligand which acts as an immune stimulator for macrophages (17). We used IMQ to activate macrophages and induce psoriasis-like plaque in mice for evaluating the anti-inflammatory effect of DMD in psoriasis treatment.

## Materials And Methods

### Reagents and Antibodies

Menadione, tert-butylhydroquinone (TBHQ) and phorbol 12-myristate 13-acetate (PMA) were purchased from Sigma-Aldrich (St. Louis, MO, USA). IMQ cream (Aldara^®^, 5%) was acquired from 3M Pharmaceuticals (Leicestershire, UK). Phospho (p)-JNK, p-ERK, p-p38, p-p65, JNK, ERK, p38, CCR7, Drp1 and GAPDH antibodies were purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). F4/80 and Ly6G antibodies were purchased from Abcam (Cambridge, MA, USA). The anti-Ly6G antibody was purchased from eBiosciences (San Diego, CA, USA). GDAP1L1 and mtHSP70 antibodies were purchased from Invitrogen (Carlsbad, CA, USA). The antibody targeting phospho-Drp1-S616 was obtained from Biorbyt (St. Louis, MO, USA).

### DMD From *A. cinnamomea*

DMD was obtained by partitioning and silica gel column chromatography. The detailed information of the extraction and isolation was described earlier (14). The chemical structure of DMD is illustrated in **Supplementary Figure 1**.

### Cell Lines, Primary Cells, and Cell Culture

Human monocytic leukemia THP-1 cell line was maintained in RPMI 1640 supplemented with 10% heat-inactivated FBS and 100 U/mL penicillin and streptomycin. Before the experiments, THP-1 cells were differentiated into macrophages by treating with phorbol 12-myristate 13-acetate (100 ng/mL) for 36 h, followed by overnight incubation in a fresh medium. Bone marrow was collected from the femur and tibia of BALB/c mice to generate bone marrow-derived macrophages (BMDMs) following an earlier published protocol (18). For testing the effect of DMD on activated THP-1 and BMDMs, the cells were pretreated with DMD for 1 h and then incubated with IMQ (10 μg/mL) for 24 h. HaCaT cells, the immortalized cell line of human keratinocytes, were cultured in DMEMs supplemented with 10% FBS and 100 U/mL penicillin-streptomycin at 37°C. Human primary neutrophils were obtained from healthy, 20-30 years old volunteers using a protocol approved by the Institutional Review Board at Chang Gung Memorial Hospital (201701925B0). All volunteers provided written informed consent for participation. The neutrophils were purified by sedimentation prior to centrifugation and erythrocyte lysis following the protocol in a previous report (19).

### Cytotoxicity Assay

The cytotoxicity of DMD was studied by 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) analysis. The macrophages were cultured in DMEM at a density of 2 x 10^6^ cells/well and incubated at 37°C for 24 h. Then DMD (1−40 μg/mL) was added into the cell suspension and incubated for 24 h. The cells in a blank medium were used as the control. MTT (0.5 mg/mL) present in culture medium (200 μL) was incorporated in the cell suspension, which was further incubated at 37°C for 4 h. The THP-1 viability was detected by a spectrophotometer at 570 nm. The trypan blue assay was also used to evaluate the cell viability. After treating DMD for 24 h, the cells were removed and stained with 0.4% trypan blue. The number of unstained viable cells was counted in a hemocytometer under light microscope (Leica DMi8).

### Total RNA Extraction and Real-Time Quantitative Polymerase Chain Reaction (RT-qPCR)

Total cellular RNA was extracted using the Direct-zol kit with RNase-free DNase 1 digestion to remove genomic DNA contamination according to the manufacturer’s instructions. Reverse transcription to cDNA was performed by iScript cDNA Synthesis kit. RT-qPCR was carried out by a CFX Connect RT PCR Detection System using iQ SYBR Green Supermix. The level of GAPDH was used to normalize the mRNA level. The primer sequences used for amplification from mouse and human species are listed in **Supplementary Table 1** and **Supplementary Table 2**, respectively.

### Enzyme-Linked Immunosorbent Assay (ELISA)

The level of cytokines and chemokines in the supernatant of the cell medium was quantified using ELISA kits (BioLegend) according to the manufacturer’s instructions. The absorbance was measured at 450 nm on a microplate spectrophotometer. The concentration of cytokines and chemokines was estimated based on the corresponding standard curves.

### Immunoblotting

The level of mitogen-activated protein kinases (MAPKs), NF-κB, ganglioside-induced differentiation-associated protein 1 like 1 (GDAP1L1), dynamin-related protein 1 (Drp1), and Drp1 S616 were estimated by western blotting. The cells were collected and added to the lysis buffer. The nuclear pellets were obtained after centrifugation at 400 x *g* and 4°C for 5 min. After probe sonication, the protein fraction was obtained by centrifugation at 8,000 x *g* and 4°C for 10 min. For quantification, protein assay dye was mixed with the protein fraction, and separated by 10% acrylamide SDS-PAGE, and transferred to a polyvinylidene difluoride membrane. The membrane was incubated with the primary antibody (1:1000 dilution) at 4°C overnight. Subsequently, the membrane was washed using tris-buffered saline and incubated with horseradish peroxidase-conjugated secondary antibody (1:5000 dilution) for 1 h. The immunoreactive bands were detected by Western Lightning Plus-ECL. Anti-GAPDH or anti-actin antibody was used as the loading control.

### Wound Healing Assay

Fresh neutrophils (4 x 10^5^ cells/well) were seeded in a six-well plate and cultured in the complete DMEM medium. The cells were scraped using a 200 μL pipette tip to achieve a noncellular region, and the culture medium was then replaced by the conditioned medium of THP-1 cells after IMQ stimulation with or without DMD intervention (10 μg/mL). After 4 h, the migration number of the neutrophils was measured by using ImageJ software.

### Chemotaxis Assay

The neutrophil migration initiated by the conditioned medium of THP-1 cells was evaluated by the Boyden chamber migration analysis. Briefly, the isolated human neutrophils were added to DMEM supplemented with 0.25% BSA. The neutrophils (4 x 10^5^ cells/well) were added to the upper well of the Boyden chamber. The conditioned medium harvested from macrophages was added into the lower well. The plate was stored at 37°C for 4 h before placing it on ice, and 100 μL of 0.5 M EDTA was incorporated into the well at 4°C for 10 min. The well insert was removed and the cell suspension was collected. Then neutrophil count was estimated using a Moxi Z Mini-Automated Cell Counter kit.

### Isolation of Cytosolic and Mitochondrial Fractions

GDAP1L1 and Drp1 levels in cytosol and mitochondria of macrophages were determined by western blotting. The separation of mitochondria from cytoplasm was performed as described previously (18). In brief, the macrophages were collected, then the Mitochondria Isolation kit was used to separate the cellular components according to the manufacturer’s instructions. Cytoplasmic and mitochondrial proteins were quantified by western blotting using the same method described in the section of immunoblotting. The p38 and mitochondrial HSP70 (mtHSP70) were employed as the loading control for cytosolic and mitochondrial fractions, respectively.

### Immunofluorescence Staining

To appraise the expression of GDAP1L1 and Drp1 S616 in THP-1 cells, immunofluorescence staining was carried out. The cells were cultured on coverslips and then labeled with MitoTracker Red for staining mitochondria. The macrophages were fixed with 4% paraformaldehyde for 15 min at room temperature. The fixed macrophages were permeabilized with Triton X-100 for 5 min and then blocked with 1% BSA for 30 min. For immunofluorescence staining, primary antibodies against GDAP1L1 or Drp1 S616 were used followed by the incubation of secondary antibody conjugated with Alexa Fluor 488 or 594. The cells were monitored under a confocal microscope (Zeiss LSM780). Quantification and measurement of mitochondrial length was performed with MetaMorph (Molecular Devices) by an investigator blinded to experimental groups. Mitochondrial length was classified into three categories; <0.5 μm, 0.5−2 μm, and >2 μm. The resulting data were visualized using GraphPad Prism software.

### Immunoprecipitation

Total mitochondrial fraction extract (100 μg) was incubated with GDAP1L1 antibody overnight at 4°C. Protein A beads were added to the mixtures and incubated for 1 h at 4°C. After five washings with lysis buffer, the immunoprecipitants were subjected to SDS/PAGE and analyzed by immunoblotting as indicated antibodies.

### Animals

Female BALB/c mice (8-weeks old) were purchased from the National Laboratory Animal Center (Taipei, Taiwan). All animal experiments were approved by the Institutional Animal Care and Use Committee of Chang Gung University and complied with Directive 86/109/EEC from the European Commission (CGU108-101).

### IMQ-Induced Psoriasiform Skin in Mice

A psoriasis-like lesion was evoked on the back of the BALB/c mouse following a protocol from van der Fits et al., with modifications (20). The mouse received a daily topical dose of 62.5 mg 5% IMQ cream (Aldara, 3M) on the shaved area of the dorsal skin for five consecutive days. Before 30 min of IMQ cream treatment, 100 μL DMD (1 mg/mL) in PEG400/PBS (3:7) was topically administered on the back. The vehicle was dried during this 30-min period. The skin surface appearance was visualized using a portable digital magnifier (Mini Scope-V, M&T Optics). The subjective evaluation of the severity was estimated by the cumulative score (scaling plus erythema) with a scale from 0 to 8 based on the Psoriasis Area and Severity Index (PASI). Transepidermal water loss (TEWL) was detected by a Tewameter TM300 (Courage and Khazaka). The animals were sacrificed on day 6 for further histological examination and detection of cytokine/chemokine expression. The skin was extracted following a previously described method (21). The skin extract was used to determine proinflammatory mediators by RT-qPCR. The protocol for RT-qPCR was the same as that mentioned in the section for the *in vitro* THP-1 study.

### Histology

The skin sample was fixed in 10% formaldehyde and embedded in paraffin and then stained with hematoxylin and eosin (H&E). The unstained slice of skin sample was prepared for immunohistochemistry (IHC). After dewaxing and rehydration, the skin section was subjected to heat-induced epitope retrieval using the Bond Epitope Retrieval Solution 2 according to the manufacturer’s instructions, followed by the blocking with diluted normal serum. The section was incubated with rabbit polyclonal anti-mouse Ki67, Ly6G, F4/80, GDAP1L1, or Drp1 S616 antibody (1:100 dilution) for 1 h at room temperature, washed with 0.5% Tween 20 in saline, and subsequently incubated with biotinylated donkey anti-rabbit IgG at ambient temperature for 20 min. The photomicrographs were observed under an optical microscope (Leica DMi8). Quantification of the IHC-stained sections was performed by AlphaView software. Each section was examined independently by two investigators in a blinded manner. Numbers of positive cells were evaluated by counting the numbers of cells (original manifestation x200) for three sections of three mice per group.

### Statistical Analysis

The statistical differences in the data of different treatment groups were measured using the one-way analysis of variance followed by Tukey’s multiple comparison test. The data distribution was checked by Kolmogorov-Smirnov test. The levels of probability including 0.05, 0.01, and 0.001 were considered statistically significant.

## Results

### DMD Inhibits Cytokine/Chemokine Expression in Activated Macrophages

IMQ was used as the activator to evoke the macrophage stimulation in this study. We tested the effect of IMQ on THP-1 viability to determine its cytotoxicity to the macrophages. Although slight cytotoxicity determined by MTT assay was found after IMQ treatment, the viability could still surpass 80% for the activator concentrations between 1 and 20 μg/mL (the left panel of **Figure 1A**). In addition to the evaluation of cell viability, MTT assay is a method to assess cell metabolic activity. The MTT assay is dependent on the mitochondrial respiration. The slight reduction of MTT by IMQ may suggest the involvement of IMQ in the metabolic activity of THP-1 cells. No cell viability reduction by IMQ was detected using trypan blue analysis (the right panel of **Figure 1A**), demonstrating a minimal cytotoxicity of IMQ. Then, an IMQ dose of 10 μg/mL was used in the subsequent experiments. Up to a concentration of 20 μg/mL, DMD had no effect on the viability for both MTT and trypan blue analyses (**Figure 1B**), while following the treatment with 40 μg/mL DMD the viability percentage was 94% in the MTT assay. The non-cytotoxic dose of 10 μg/mL DMD was selected to investigate the anti-inflammatory effect on macrophages.

**Figure 1:**
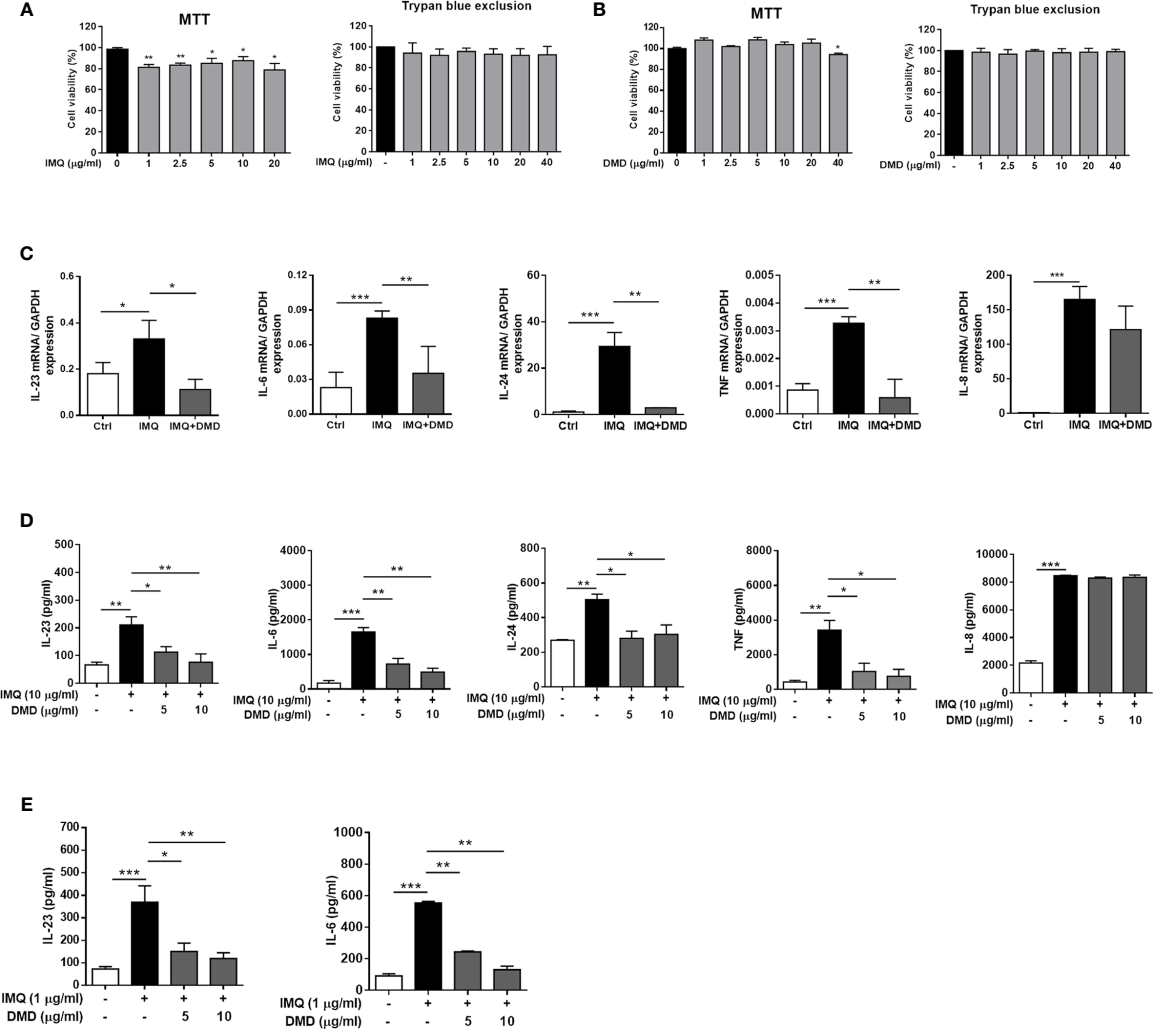
DMD inhibit IMQ-induced inflammatory cytokines in THP-1 and BMDMs. **(A, B)** Cell viability in THP-1 cells determined by MTT and trypan blue assays after incubation with IMQ and DMD in the indicated concentration, respectively, for 24 h (*n*=3). **(C)** RT-qPCR analysis of the cytokines in IMQ-stimulated THP-1 cells following DMD treatment (*n*=3). **(D)** ELISA analysis of the cytokines in IMQ-stimulated THP-1 cells following DMD treatment (*n*=3). **(E)** ELISA analysis of the cytokines in IMQ-stimulated BMDMs following DMD treatment (*n*=3). The data shown are representative of three independent experiments. GAPDH is served as an internal control. *P < 0.05, **P < 0.01, and ***P < 0.001 when compared to IMQ group. Data are represented as mean ± SEM.

To further elucidate the role of DMD on the cytokine expression, RT-qPCR analysis was carried out for the five genes of IL-23, IL-6, IL-24, TNF, and IL-8. IMQ was able to increase the expression of these inflammatory factors with a statistical significance (**Figure 1C**). The mRNA detection verified a decrease in cytokine level after DMD versus IMQ stimulation. At 10 μg/mL, DMD totally inhibited IL-23, IL-6, IL-24, and TNF to the baseline control. The expression of the cytokines in macrophages was further confirmed by ELISA. The protein and mRNA expression showed a consistent trend (**Figure 1D**). BMDMs, the primary macrophages derived from the mouse, were used as another macrophage model for treating the effect of DMD on inflammation attenuation. Similar to THP-1 cells, IMQ induced some cytotoxicity against BMDMs (**Supplementary Figure 2**). DMD produced a limited cytotoxicity on BMDMs. The viability of BMDMs could be maintained to 75% after DMD treatment at the highest concentration (40 μg/mL). *In vitro*, BMDMs also expressed IL-23 and IL-6 at high levels after IMQ stimulation (**Figure 1E**), and this upregulation could be reduced in the DMD-treated groups. To understand the capacity of chemokines, we analyzed mRNA expression of nine chemokines in IMQ-activated macrophages and observed a high level of CCR7, CCL1, CCL2, CCL4L2, CCL20, CCL22, CXCL3, CXCL6, and CXCR5 in stimulated THP-1 (**Figure 2A**), and this could be abolished by DMD treatment. This result suggests the involvement of DMD in the regulation of macrophage chemotaxis. We also observed upregulated GDAP1L1 mRNA by IMQ and a 70-fold decrease to that of the baseline after DMD treatment (**Figure 2B**). GDAP1L1 is a paralog of GDAP1 and predominantly governs mitochondrial dynamics.

**Figure 2:**
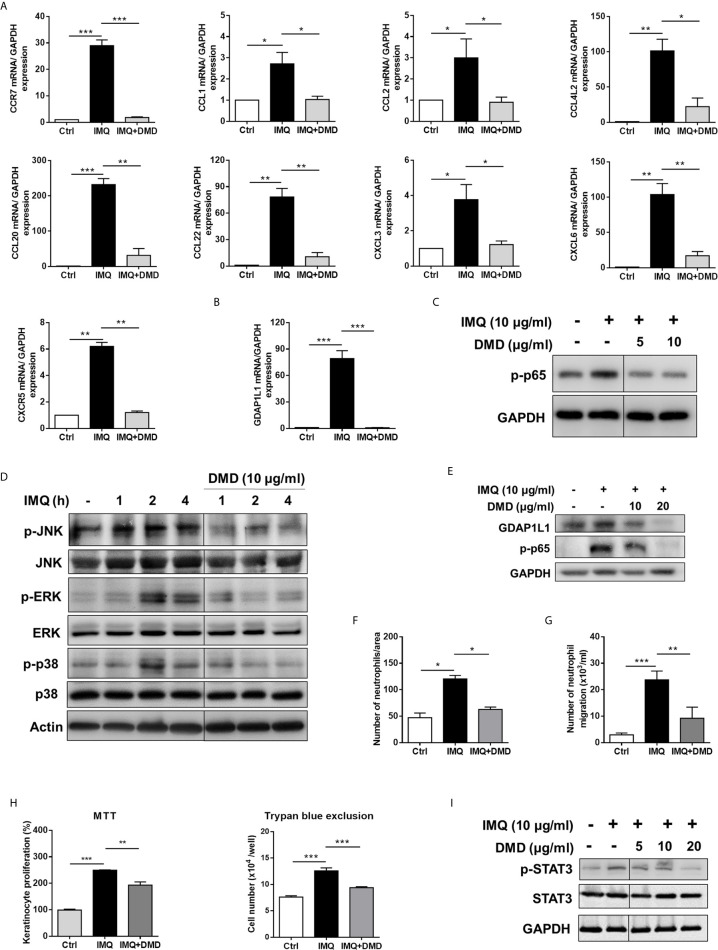
DMD inhibit IMQ-induced activation in THP-1 cells through MAPK and NF-κB pathways, and block neutrophil invasion and keratinocyte proliferation. **(A)** RT-qPCR analysis of the chemokines in IMQ-stimulated THP-1 cells following DMD treatment (*n*=4). **(B)** RT-qPCR analysis of GDAP1L1 in IMQ-stimulated THP-1 cells following DMD treatment (*n*=4). **(C–E)** THP-1 cells were treated with IMQ in the presence or absence of DMD. Immunoblotting analysis of phosphorylation of NF-κB, MAPKs, and GDAP1L1 was determined, respectively. **(F)** Neutrophil migration was measured by wound healing assay. Neutrophils were treated with the conditioned medium of THP-1 cells for 24 h to determine the rate of migration into the scratched area. Wound healing was quantified by measuring the distance between scratch edges at 0 and 24 h. **(G)** Neutrophil invasion was measured by the Boyden chamber invasion assay. Neutrophils were loaded on the top chambers. The cells were allowed to invade for 4 h, and the rate of invasion was quantified (*n*=4). **(H)** Keratinocyte proliferation induced by the conditioned medium of THP-1 cells was measured using the MTT and trypan blue assays (*n*=3). **(I)** Immunoblotting of the phosphorylation of STAT3 in keratinocytes stimulated with the conditioned medium of THP-1 cells for 24 h. One out of three independent experiments is shown. *P < 0.05, **P < 0.01, and ***P < 0.001 when compared to IMQ group. Data are represented as mean ± SEM.

### DMD Inhibits Cytokine/Chemokine Expression by Blocking the MAPK/NF-κB Signaling

To elucidate the signaling pathways through which DMD attenuated the inflammation, we checked the possible role of NF-κB. Western blot analysis displayed that IMQ upregulated the expression of p-p65 that was a subunit of p-NF-κB (**Figure 2C**), while a significantly opposite effect was observed after DMD treatment in macrophages. DMD inhibited the phosphorylation of p65 by 2-fold as measured by densitometry (**Supplementary Figure 3A**). To examine the possible role of MAPKs in the inflammation suppression by DMD, we studied the IMQ-induced phosphorylation of JNK, ERK, and p38 in macrophages. The maximum expression of the phosphorylated MAPKs was detected at 2 h after IMQ stimulation (**Figure 2D** and **Supplementary Figure 3B**), while DMD could reverse the phosphorylation, clearly indicating the anti-inflammatory activity of DMD through the downregulation of MAPKs and NF-κB. GDAP1L1 is an important marker that showed a significant decrease after DMD treatment of activated THP-1 macrophages. Immunoblotting revealed that GDAP1L1 protein level increased after IMQ and arrested by DMD treatments in a dose-dependent manner (**Figure 2E** and **Supplementary Figure 3C**).

### The Conditioned Medium of DMD-Treated Macrophages Prevents Neutrophil Migration and Keratinocyte Proliferation

In psoriasis, macrophage chemotaxis may mediate the interplay between the macrophages and the other cells. To gain an in-depth understanding of the chemotaxis, we validated the effect of IMQ-activated macrophage conditioned medium on neutrophil invasion and keratinocyte proliferation. The wound-healing assay showed that DMD-treated macrophage medium suppressed wound closure in neutrophils (**Figure 2F**). Moreover, the DMD-treated group had lowered the average number of migrating neutrophils permeating the transwell membrane (**Figure 2G**). The conditioned medium from IMQ-stimulated macrophages promoted keratinocyte proliferation by about 2-fold as measured by both MTT and trypan blue assays (**Figure 2H**). This effect was inhibited by DMD at 10 μg/mL. The keratinocyte proliferation in psoriasis is in close association with the signal transducer and activator of transcription 3 (STAT3) pathway. The IMQ-treated conditioned medium enhanced STAT3 activation in keratinocytes, which was observed in the form of increased p-STAT3 (**Figure 2I** and **Supplementary Figure 3D**), which was considerably reduced upon the intervention of DMD. Our data demonstrated that DMD was effective in suppressing neutrophil and keratinocyte activation *via* the inhibition of macrophage chemotaxis.

### GDAP1L1/Drp1 Axis Participates in DMD-Induced Inhibition on Macrophage Activation

According to the cell-based study, we found a possible role of GDAP1L1 in the inhibition of activated macrophage by DMD. GDAP1L1 is a mitochondrial fission factor. Mitochondrial fission and fusion are required for maintaining mitochondrial functions related to biogenesis, apoptosis, neurodegeneration, and inflammation. Following IMQ stimulation, the GDAP1L1 level was significantly increased at the indicated times as verified by densitometry (**Figure 3A** and **Supplementary Figure 4**). DMD treatment at 10 μg/mL blocked IMQ-stimulated GDAP1L1 expression. The activity of GDAP1L1 to induce mitochondrial fission depends upon another fission factor Drp1. The fission needs the phosphorylated Drp1 at the S616 site and translocation of Drp1 from the cytoplasm to mitochondria. We found an increase in IMQ-mediated Drp1 phosphorylation in THP-1 (**Figure 3A**), and this elevation could be reduced by DMD. GDAP1L1 is a cytosolic protein that is also delivered to the mitochondria in response to external stimuli. We found the association between GDAP1L1 and mitochondria after IMQ treatment (**Supplementary Figure 5**), which increased following the increase in treatment duration. To appraise whether DMD affected GDAP1L1 and Drp1 location, cytosol and mitochondria were isolated from IMQ-treated macrophages and more GDAP1L1 was expressed in the mitochondria after IMQ stimulation (**Figure 3B**). We found a minimal expression of the cytosolic specific marker p38 in the mitochondrial fraction. Menadione is a quinone-related derivative used as a positive control in oxidative stress-induction studies. Mitochondrial translocation of GDAP1L1 was found after menadione treatment. DMD not only reduced GDAP1L1 production but also decreased IMQ- and menadione-induced GDAP1L1 translocation. Menadione is conjugated to form menadione-S-glutathione by glutathione S-transferase to induce stress. Glutathione conjugation detoxifies tertiary butylhydroquinone (TBHQ). TBHQ could reduce the GDAP1L1 transfer to mitochondria sensitized by menadione. IMQ and menadione also strongly increased the expression of Drp1 in mitochondria without a significant change of total Drp1. DMD treatment abolished the elevated GDAP1L1 in mitochondria. However, this phenomenon was not detected in the case of menadione-treated cells intervened by TBHQ.

**Figure 3:**
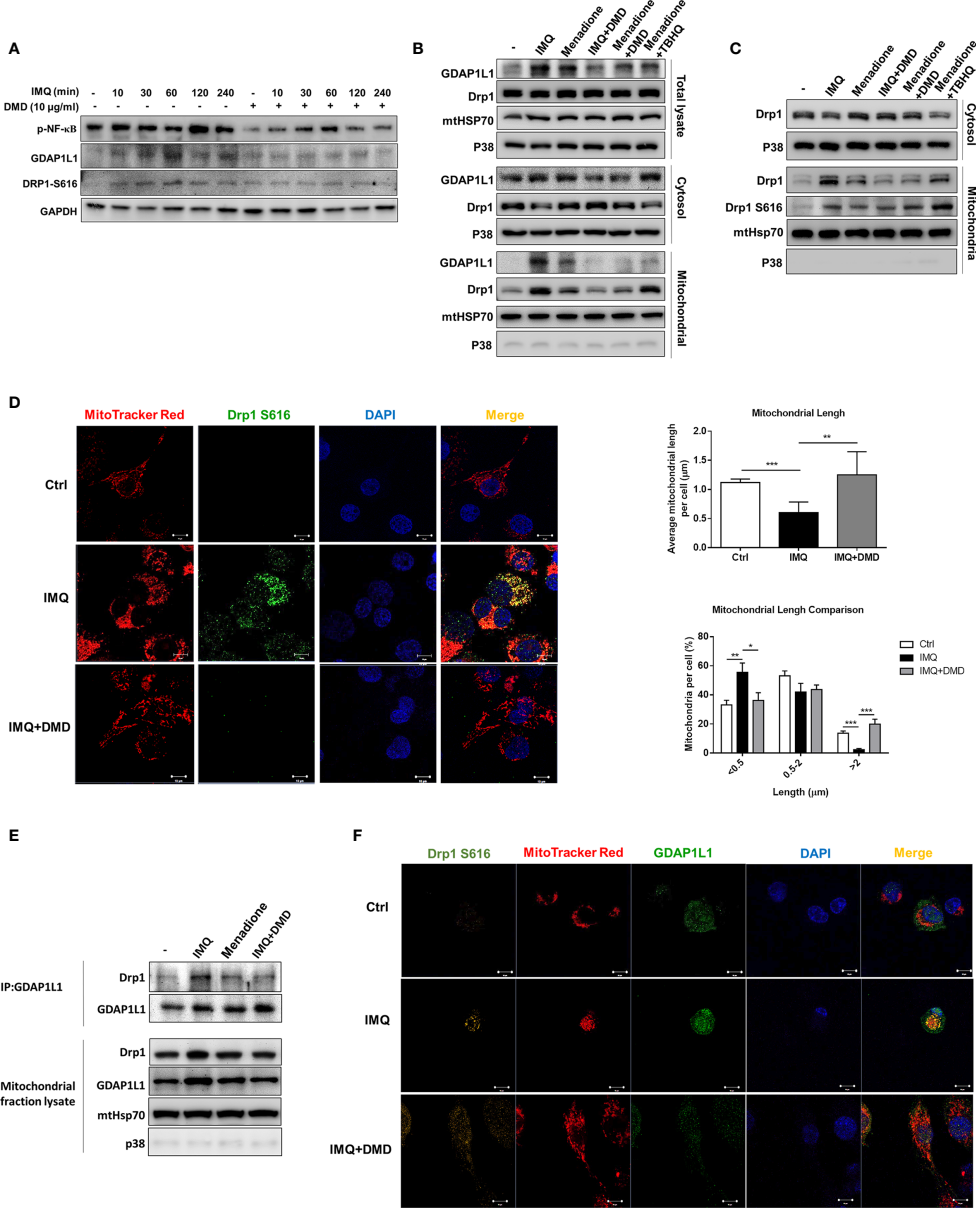
DMD inhibit IMQ-induced activation in THP-1 cells through decreasing Drp1 phosphorylation and GDAP1L1/Drp1 translocation. **(A)** Immunoblotting of GDAP1L1 and Drp1 S616 in IMQ-stimulated THP-1 cells following DMD treatment. **(B)** THP-1 cells were pretreated by DMD or TBHQ and then stimulated with IMQ or menadione for 2 h. Cells were fractionated into cytosolic and mitochondrial fractions and subjected to immunoblotting assay to determine GDAP1L1 and Drp1. **(C)** THP-1 cells were pretreated by DMD or TBHQ and then stimulated with IMQ or menadione for 2 h. Cells were fractionated into cytosolic and mitochondrial fractions and subjected to immunoblotting assay to determine Drp1 and its phosphorylated form (Drp1 S616). **(D)** THP-1 cells were stimulated with IMQ for 2 h, and then stained with MitoTracker Red. Cells were fixed and immunostained with the antibody against Drp1 S616 followed by confocal microscopy. Average mitochondrial length (μm) and comparison of mitochondrial length distribution in the indicated groups is shown in the right panel. **(E)** Immunoprecipitation of GDAP1L1 and Drp1 in mitochondria of THP-1 cells as shown in the immunoblotting. **(F)** THP-1 cells were stimulated with IMQ for 2 h, and then stained with MitoTracker Red. Cells were fixed and immunostained with the antibody against GDAP1L1 or Drp1 S616 followed by confocal microscopy. Scale bars, 10 μm. All experiments were repeated two or three times with similar results.

We then examined the phosphorylated Drp1 at S616 in mitochondria. The level of mitochondrial Drp1 and Drp1 S616 increased in THP-1 stimulated with IMQ and menadione (**Figure 3C**) and this increase in the active form of Drp1 in mitochondria was blocked by DMD, as was confirmed by immunofluorescence analysis (the left panel of **Figure 3D**). Colocalization of Drp1 S616 with mitochondria was observed using double immunofluorescence staining. The estimation of mitochondrial length showed a decreased average length after IMQ intervention (the upper right panel of **Figure 3D**), suggesting a fission of mitochondria after an inflammation stimulation. DMD treatment could reverse this reduction to the control baseline level. We also found an increased proportion of mitochondria with short length (<0.5 μm) by IMQ stimulation (the lower right panel of **Figure 3D**). Again, this increase could be reversed to baseline control by DMD. Based on the above-mentioned results, we speculated that Drp1 might complex with GDAP1L1. We employed immunoprecipitation to check if GDAP1L1 and Drp1 were associated to interact with each other. The GDAP1L1 antibody could successfully pull down both GDAP1L1 and Drp1 (**Figure 3E**). GDAP1L1 indeed coprecipitated with Drp1 when transiently expressed in THP-1 cells. Both Drp1 S616 and GDAP1L1 expression was upregulated in mitochondria after IMQ stimulation, as shown by the immunofluorescence image (**Figure 3F**). An appreciable overlap was observed between both fission factors and mitochondria. GDAP1L1 possibly colocalized with phosphorylated Drp1 in mitochondria. We verified that the DMD-induced inflammation suppression was mediated by regulating GDAP1L1/Drp1 translocation to mitochondria.

### DMD Alleviates Psoriasiform Lesion in IMQ-Induced Mouse Model

IMQ was topically applied on mouse skin to generate psoriasis-like plaque for evaluating the anti-inflammatory activity of DMD. The pure compound from *A. cinnamomea* was topically administered on the skin of the back treated with IMQ cream for five consecutive days (**Figure 4A**). Compared to the healthy skin, scaling, erythema, and thickening in the IMQ-treated skin were observed in the macroscopic and microscopic visualization of the skin surface (**Figure 4B**). These symptoms suggest a typical psoriasis feature. DMD-treated groups displayed the clearance of these signs compared to the only IMQ-treated group. The cumulative score estimated by scaling and redness was significantly reduced by DMD as compared to the only IMQ treatment group (**Figure 4C**). TEWL, as an indicator of cutaneous barrier property, exhibited a 4-fold increase after IMQ stimulation (**Figure 4D**). No improvement of skin barrier dysfunction was detected after DMD intervention. The epidermal thickness increased by about 3-fold by IMQ activation as compared to normal skin (**Figure 4E**). This histological sign was relieved by DMD. The epidermal thickness of IMQ-treated skin was reduced from 77 to 50 μm after DMD treatment. The Munro’s microabscess in IMQ-stimulated lesion was reduced by 6.8-fold after treatment of DMD (**Figure 4F**).

**Figure 4:**
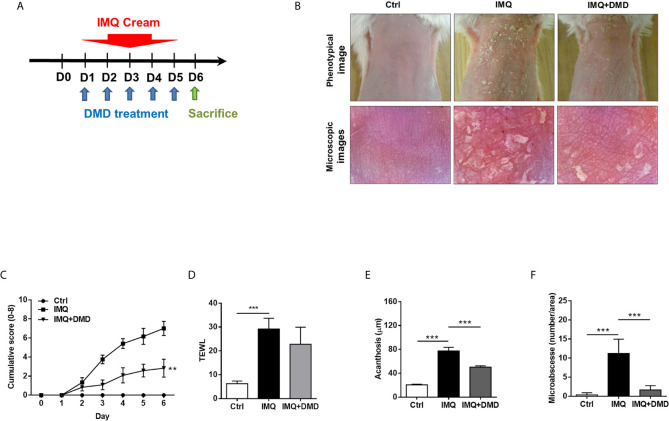
DMD attenuate IMQ-induced psoriasis-like inflammation in a mouse model. **(A)** Scheme of the experimental protocol for AC or DMD treatment in IMQ-induced psoriasis-like inflammation model in mice. **(B)** Phenotypical and microscopic images of IMQ-induced psoriasis-like inflammation on mouse skin with and without the treatment by AC or DMD after 5 days. **(C)** The cumulative score (scaling plus erythema from 0 to 4 each) is depicted. **(D)** TEWL was measured on Day 6. **(E)** Epidermal thicknesses measured according to H&E-stained histology. **(F)** Munro’s microabscesses measured using an image analysis system. All experiments were performed at least three times. **P < 0.01 and ***P < 0.001 when compared to IMQ group. Scale bar, 100 μm. Data are represented as mean ± SEM. (*n*=6).

*In vivo* efficacy of DMD on psoriasiform lesions was qualitatively monitored using histology. Representative H&E staining from healthy skin revealed normal morphology with no damage to the epidermis and dermis (**Figure 5A**). H&E-stained IMQ-treated skin showed typical histological hallmarks of psoriasis, including acanthosis, hyperkeratosis, elongated rete ridge, and immune cell infiltration. IHC staining for Ki67, a proliferation biomarker revealed a remarkable increase of Ki67 in the basal layer after IMQ treatment (red arrows in **Figure 5B**). The higher power magnification of the histology is revealed in the upper left corner of each image. DMD effectively suppressed epidermal hyperproliferation in mice. The neutrophil infiltration in the stratum corneum and dermis could be visualized by Ly6G staining (red arrows in **Figure 5C**). The IHC showed clouds of Ly6G expression in the dermis after the IMQ challenge. In addition, DMD inhibited infiltrating neutrophils to a certain level. To detect macrophages, the skin was immunostained with F4/80 and its expression was observed in epidermal and dermal layers in IMQ-treated mouse (red arrows in **Figure 5D**), suggesting that macrophages were recruited to the lesional plaque. DMD could mitigate the macrophage infiltration. Strong immunoreactivity for GDAP1L1 and Drp1 S616 was observed in the psoriasiform lesion (red arrows in **Figures 5E, F**). Like the macrophage distribution, GDAP1L1 mainly expressed throughout the viable epidermis and dermis. Expression of both fission factors decreased after and DMD-treatment of the skin compared to IMQ stimulation alone. All quantification of the antibody-positive cell count was estimated by AlphaView software and depicted in the right panel of **Figure 5**. A statistically significant reduction of antibody-positive cell count was observed after topical administration of DMD on IMQ-treated mouse skin.

**Figure 5:**
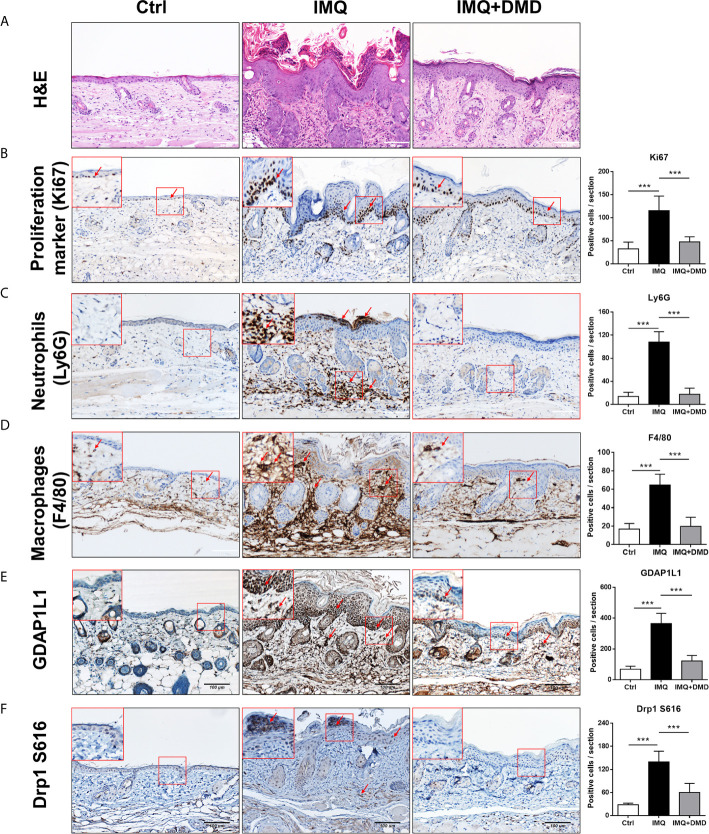
DMD attenuate IMQ-induced psoriasis-like inflammation in a mouse model as observed by skin histology. **(A)** Histological assessment of the skin by H&E staining. **(B)** Histological assessment of the skin by Ki67 staining. **(C)** Histological assessment of the skin by Ly6G staining. **(D)** Histological assessment of the skin by F4/80 staining. **(E)** Histological assessment of the skin by GDAP1L1 staining. **(F)** Histological assessment of the skin by Drp1 S616 staining. The upper left corner of each image indicates the higher power magnification of the red frame. The red arrow indicates the location of the antibody-stained cells. The quantification of the antibody-positive cells is shown in the right panel of each figure. ***P < 0.001 when compared to IMQ group. Data are represented as mean ± SEM. (n=9).

The mRNA level of the inflammation-related cytokines and chemokines including IL-23, IL-6, IL-17A, IL-24, TNF, and CXCL2 in mouse skin was determined through RT-qPCR and a dramatic increase in proinflammatory mediator expression was observed after the IMQ challenge (**Figures 6A–F**). The cytokines/chemokines in psoriasiform skin could be restrained to baseline control by DMD. These data clearly demonstrate the ability of DMD to reduce inflammation caused by IMQ. F4/80 mRNA level was significantly increased in IMQ-activated mouse skin and decreased after DMD application (**Figure 6G**). Collectively, the *in vivo* data prove the anti-inflammatory potential of DMD on the psoriasis-like lesions, especially on macrophages and IL-23/Th17 signaling.

**Figure 6:**
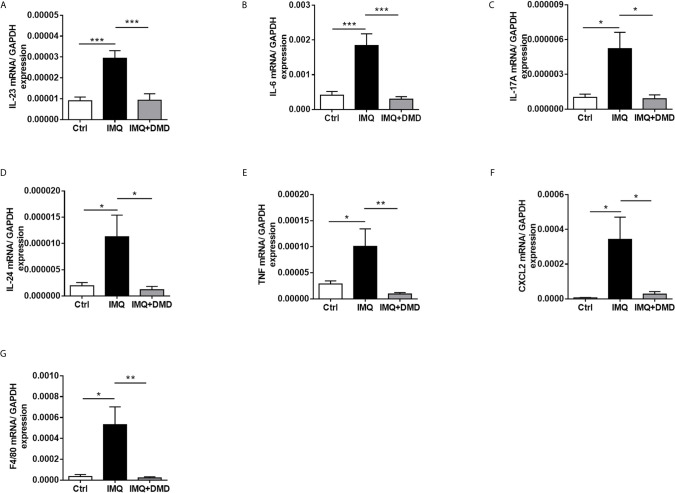
DMD suppress the expression of proinflammatory mediators in IMQ-induced psoriasiform lesion in mice. **(A–G)** The dorsal skin of mouse was topically treated with IMQ cream for 5 consecutive days. AC or DMD was also topically applied on the lesional skin if necessary. Total skin RNA was extracted and the mRNA level of IL-23, IL-6, IL-17A, IL-24, TNF, CXCL2, and F4/80 by RT-qPCR (*n*=8−12), respectively. *P < 0.05, **P < 0.01, ***P< 0.001 when compared to IMQ group. Data are represented as mean ± SEM. (*n*=6).

## Discussion

Macrophages are thought to have a vital role in the induction of inflammation and autoimmune skin diseases such as psoriasis (1, 16). Therefore, we employed macrophages as the main cell model for evaluating the effect of DMD on the attenuation of psoriasis. The cutaneous macrophages in psoriatic plaque can release cytokines IL-6, TNF, and IL-1β for developing inflammation (22). Cytokines influence cell proliferation in psoriasis (23). Multiple cytokine-signaling including IL-23, IL-6, IL-24, and TNF is known to be important in psoriatic pathogenesis (24). The TLR stimulated by IMQ can initiate macrophage activation to express proinflammatory cytokines (25). Among these cytokines, IL-23 plays a preliminary role in macrophages to initiate psoriasis development (26). IL-23 is important for inducing IL-6-dependent epidermal hyperplasia and cytokine production in psoriasis. DMD could restrain the upregulation of IL-23 in the activated macrophages in the early stage, followed by the inhibition of IL-6 expression. In the psoriatic skin, one of the major sources of TNF is macrophage (4, 16). Upregulation of TNF was also largely inhibited by DMD. Psoriasis development can be triggered by TNF receptor 1-dependent upregulation of IL-24 (27). IL-24 is a member of the IL-20 family induced by IL-6, TNF, and IL-1β in psoriasis. Macrophages and T lymphocytes are the primary cells expressing IL-24 (28). Here, we confirmed the repression of IL-24 by DMD.

The cytokines including IL-24 and TNF-α mediate the crosstalk between immune cells and keratinocytes. The release of these cytokines stimulates keratinocyte proliferation and amplifies the inflammation in the psoriatic lesions (29). Macrophages accumulate in the psoriatic lesions and release cytokines to prompt the excessive proliferation of keratinocytes (30). We found that the conditioned medium of DMD-treated THP-1 could successfully inhibit keratinocyte proliferation and p-STAT3 expression. Hyperproliferation of keratinocytes in psoriasis correlates with the STAT3 pathway (31). STAT3 activation in keratinocytes is regarded as the main effector producing cytokines, which in turn leads to the positive feedback loop of psoriasis. DMD not only suppressed macrophage activation but also restrained the following interplay between macrophages and keratinocytes to restrict inflammation.

Another key factor generating the crosstalk between immune cells and keratinocytes is chemotaxis. Immune cell recruitment in psoriatic lesions depends on the chemotactic proteins, including chemokines and their receptors (32). The function of chemokines and cytokines shows some overlaps, but chemokines are primarily recognized for their capacity to modulate cell migration. Among the chemokines, CCL20 is a major contributor to immune cell infiltration in psoriasis (33). CCL20 expression is largely increased by TNF-α, IL-24, and IFN-γ (27, 29). CCL20 attracts dendritic cells and Th17 cells to sustain the inflammatory response through a feedback loop (26). DMD was found to significantly suppress CCL20, resulting in the blockage of the vicious inflammatory cycle. Besides CCL20, DMD was capable of inhibiting a series of chemokines and the receptors including CC, and CXC chemokines. CC chemokines majorly recruit T cells and monocytes, whereas CXC chemokines predominantly recruit neutrophils in psoriasis (34). For instance, enhanced CCL2 release by macrophages induces monocyte migration to the psoriasiform lesions in mice (35). CCL4L2 and CCL22 are pivotal chemokines in patients with psoriasis to stimulate the chemotactic infiltration of dendritic cells and macrophages (36, 37). A principal histopathological feature of psoriasis is the inflammatory infiltration of neutrophils in the stratum corneum (Munro’s microabscess) and dermis. Chemokine production by the stimulated macrophages acts as a chemoattractant for neutrophil accumulation (38). Our *in vitro* wound healing and transwell assays demonstrated the blockage of neutrophil migration after the suppression of chemokine subset in macrophages treated by DMD.

The binding of chemokines and some stimulators to the corresponding receptors can activate the downstream signaling pathways including those of MAPKs and NF-κB. IMQ is reported to bind with TLR, resulting in MAPKs phosphorylation and NF-κB to generate cytokines and chemokines (39). Overexpression of p-JNK, p-ERK, and p-p38 was inhibited by DMD, suggesting the possible role of this compound in MAPK regulation. Among MAPKs, ERK regulates IL-24 expression in psoriatic lesions (40). Our result verified IL-24 downregulation by DMD through the ERK-dependent signaling. MAPKs regulate the downstream signaling of the transcription factor NF-κB in macrophages to produce cytokines and chemokines for psoriasis development (41). We speculated that both MAPKs and NF-κB pathways participate in DMD-induced cytokine/chemokine arrest.

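The transcriptome of THP-1 macrophages was measured with 3 one-color oligonucleotide arrays on 1 slide, 1 array for each condition. THP-1 is a human monocytic leukemia cell line, and the phorbol ester PMA turns it into macrophage-like cells. The conditions were untreated macrophages (Ctrl), macrophages activated with imiquimod (IMQ), a ligand of toll-like receptors, and macrophages given DMD before IMQ (IMQ+DMD). The sample labels write the treatment of the third array as IMQ plus X, and it was read as DMD because the title and the treatment protocol of the series name no other compound beside IMQ. The labels give 4 h for all 3 arrays, while the methods of the paper give 24 h of IMQ after 1 h of DMD for its THP-1 experiments in general. No dose is given in the labels, and the general doses of the paper are 10 μg/mL of IMQ and 10 μg/mL of DMD after 36 h of PMA at 100 ng/mL. The paper names the experiment RNA sequencing, whereas the values used here are the fluorescence of Cy3-labeled RNA bound to probes of 60 bases.
Each array held 62976 spots, of which 60901 carried transcript probes and the others were controls. A single spot represented 57901 of the probes, and 10 spots represented each of the remaining 300. The scanner software rated 72.0% of the probes well above background on the Ctrl array, 66.6% on the IMQ array, and 71.9% on the IMQ+DMD array. The median processed intensity was 94.5 on the Ctrl array, 61.8 on the IMQ array, and 76.4 on the IMQ+DMD array, over median local backgrounds of 34, 33, and 32. The authors deposited these intensities and values that they had quantile normalized. From the processed intensities, control spots and spots with an outlier mark of the scanner software were left out here, the 3 arrays were quantile normalized, and log2 values were taken. The median absolute difference from the normalized values of the authors was at most 8.2e-05 on the log2 scale. A probe not well above background was given the higher of its own value and a floor, the lowest value among the probes that were. The floor was a log2 value of 4.04 on the Ctrl array, 4.57 on the IMQ array, and 4.08 on the IMQ+DMD array. A fold change against such a floor is a lower bound. The SD between the 10 spots of a repeated probe had a median of 0.05 log2 units on the Ctrl array. For probes with log2 values between 3 and 4, pooled over the arrays, the median SD was 0.48. This spread covers noise within an array only, and with 1 array per condition no difference between conditions has a replicate check or a p-value.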

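After IMQ, 1772 probes were at least 2-fold higher than in the Ctrl macrophages, and 1431 were at least 2-fold lower. The 5 genes with the largest rise were CXCL2 (log2 difference 7.48), CCR7 (7.28), CXCL3 (7.11), CXCL1 (6.83), and CXCL8 (6.16). Among those with the largest fall were CX3CR1 (-5.04), BBOX1 (-4.69), CDCA7 (-3.51), and VIPR1 (-3.48), although another probe of CDCA7 changed by -0.49. In IMQ+DMD macrophages, 445 probes were at least 2-fold higher than after IMQ, and 533 were at least 2-fold lower. With another background correction (normexp with an offset of 50), these counts were 21 and 38. The balance of higher and lower probes reversed under other scalings. For IMQ against Ctrl, 730 probes were higher and 6668 lower without normalization between arrays, and 657 and 8080 with scaling to spike-in controls. For IMQ+DMD against IMQ, scaling to the 75th percentile gave 1306 and 272, and spike-in scaling gave 2788 and 168. Among the genes lowered most after IMQ+DMD relative to IMQ were CTGF (-2.67), ZNF540 (-2.08), LINC00911 (-1.97), and RNASEH2B-AS1 (-1.83). The LINC00911 spot on the IMQ array was more uneven than 99.9% of the spots of similar brightness. These rankings cover genes with a symbol that were well above background on both arrays compared, each read from its probe with the highest mean log2 value.
Of the 1772 probes raised by IMQ, 325 were at least 2-fold lower after IMQ+DMD than after IMQ (18.3%, 95% Wilson interval 16.6% to 20.2%, for counting error only). The normexp correction gave 3.04%. The rise was still at least 2-fold over Ctrl for 902 of the 1772 probes after IMQ+DMD. The median share of the log2 rise that remained was 75.7%. Because the same IMQ array enters the rise and the fall, 100 draws of unchanged arrays with the noise of repeated spots were simulated. They gave a mean of 0.39% lowered and a remaining share of 98.4%. Repeated spots carry no variation between cultures, so the simulation cannot separate an effect of DMD from such variation. Among the 646 raised probes with a mean log2 value of 8 or more, 0.93% were lowered at least 2-fold. A median of 92.0% of their rise remained.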

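The arrays carried 2 probes for GDAP1L1, both on chromosome 20, and their values differed. The log2 values of the first probe were 5.50 in Ctrl, 5.40 after IMQ, and 5.23 after IMQ+DMD, all well above background. It therefore changed by -0.10 from Ctrl to IMQ and by -0.17 from IMQ to IMQ+DMD, less than the noise of repeated spots of this brightness. The second probe lies at positions 42885925 to 42885984 (hg19), is listed under the RefSeq transcript NM_001256740, and has the sequence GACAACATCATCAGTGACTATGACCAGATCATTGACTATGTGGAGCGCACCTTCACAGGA. Its scanner intensity was 5.19 in Ctrl, 331 after IMQ, and 11.1 after IMQ+DMD, and only the value after IMQ was well above background. Against the floor, the second probe was at least 23.0-fold higher after IMQ than in Ctrl (log2 difference 4.52) and at least 22.4-fold higher after IMQ than after IMQ+DMD (log2 difference -4.48 for IMQ+DMD against IMQ). A rise as large was seen for 36 probes including this one, and no other probe of the arrays fell as much after IMQ+DMD. The array design lists 4 RefSeq transcripts for each probe, of which 3 are shared, so that each probe has 1 of its own. Which exons the probes lie in was not assigned.

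**Figure D1:**
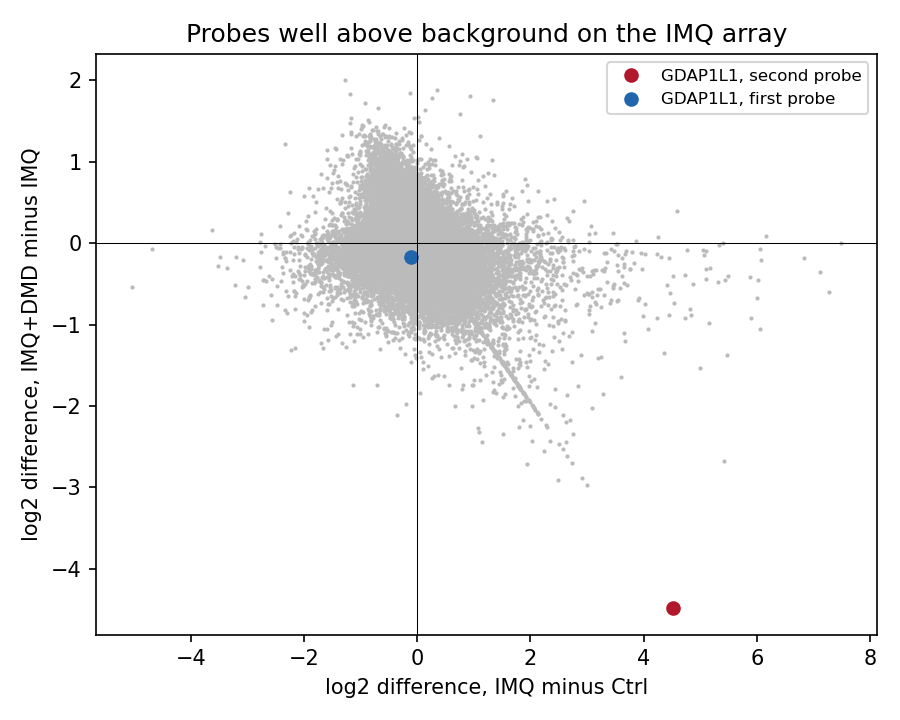
Log2 difference between IMQ and Ctrl (x axis) and between IMQ+DMD and IMQ (y axis) for each probe well above background on the IMQ array, with 1 array per condition and the GDAP1L1 probes in color. The second GDAP1L1 probe lies at 4.52 and -4.48, the lowest point of the plot, and the thin diagonal line holds probes at the floor on both other arrays.

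The single spot of the second probe on the IMQ array lies in the first column of the array and has 42 pixels, with a mean of 326 and a median of 264. The SD of its pixels was 47.1% of their mean. Among 4967 spots of that array within 1.5-fold of its brightness, the median was 14.2%, the 99th percentile was 23.1%, and 0 were as uneven. The scanner software gave this spot no outlier mark.
Each gene was to be read from its probe with the highest mean over the 3 arrays, and the scale of this mean was chosen only after the values of both GDAP1L1 probes had been seen. The mean log2 value was higher for the first probe (5.37 against 4.73), whereas the mean linear intensity was higher for the second (131 against 41.6), as is its mean log2 value with dim arrays at the floor. Both probes are thus reported with equal weight. Averaging the 2 probes gave bounds of 2.21 for the log2 difference of IMQ against Ctrl and -2.33 for IMQ+DMD against IMQ, and for the second probe the normexp correction moved the bounds most, to 2.34 and -2.32. The paper gives no threshold for choosing genes from these data. It describes GDAP1L1 as a mitochondrial fission factor and followed it by RT-qPCR (Figure 2B) and by immunoblotting (Figure 2E). Together with Drp1, GDAP1L1 was studied in cell fractions, by immunoprecipitation, and by confocal imaging (Figure 3). It was also stained in mouse skin (Figure 5E).

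**Figure D2:**
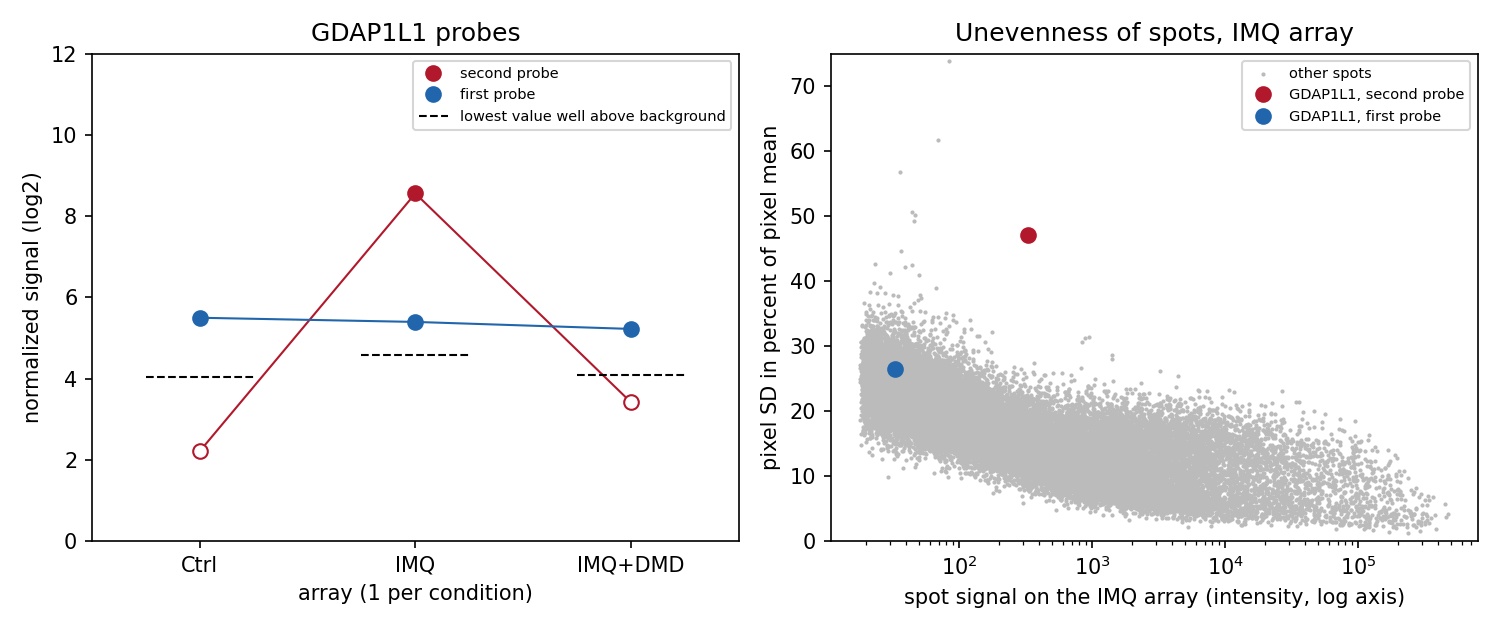
Left, normalized log2 intensity of the GDAP1L1 probes on the 3 arrays, 1 array per condition, with open circles for values not well above background and dashes for the floor; the first probe stays between 5.23 and 5.50. Right, pixel SD in percent of the pixel mean against spot signal on the IMQ array, where the spot of the second probe lies at 47.1%, above all spots of similar brightness.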

The RNA sequencing study showed a potential role of GDAP1L1 in the anti-inflammatory activity of DMD against macrophages. GDAP1L1 is a mitochondrial fission factor governing the mitochondrial dynamics. Under oxidative stress, GDAP1L1 translocates to the mitochondria. Mitochondrial fission and fusion need to be controlled to keep the balance required for the persistence of mitochondrial morphology. Mitochondrial dynamics mediate energy output, quality control, and the generation of reactive oxygen species (ROS) (42). The defect in mitochondrial membrane dynamics predominantly affects neuron functions to cause neurodegenerative diseases (43). Mitochondrial fission raised as a result of a high level of stress may be one of the main causes of inflammation and immune dysregulation (44). Due to its central role in mitochondrial fission, Drp1 is a prime target for regulatory pathways. Drp1 mainly exists in the cytosol but partially moves to the outer membrane of mitochondria for mediating the process of fission (45). Drp1-mediated fragmentation leads to ROS generation, which is implicated in the pathogenesis of Alzheimer’s and Parkinson’s diseases (46). Translocation of Drp1 to mitochondria depends on the phosphorylation at S616. Phosphorylation regulates the cycling of Drp1 between the cytoplasm and mitochondrial membrane to prompt fission (47). In this study, IMQ treatment-induced GDAP1L1 expression and translocation, which is involved in the proinflammatory factor expression. GDAP1L1 could induce inflammation in the presence of Drp1 and inhibition of GDAP1L1 and Drp1 S616 translocation to mitochondria mediated by DMD prevented macrophage activation. Some fission factors are associated with apoptotic induction, whereas GDAP1L1 elicits mitochondrial fragmentation without inducing apoptosis (48). Thus, we ruled out the apoptosis pathway mediating the effect of DMD on macrophage activation.

Mitochondrial fission may be fundamental for dominating the production of proinflammatory mediators. A previous study (49) demonstrated that downregulation of Drp1 attenuates proinflammatory factors *via* the reduced MAPK and NF-κB signaling in microglial cells. ERK can trigger mitochondrial fission through phosphorylation of Drp1 at S616 and its translocation to mitochondria (50). Our experimental data inferred that DMD arrested MAPK signaling, blocking the translocation of Drp1 S616 and the subsequent fission. The mechanisms by which GDAP1L1/Drp1 axis regulates macrophage activation are unclear. There is little evidence to link GDAP1L1/Drp1 with inflammation. Zhang et al. (51) reported that Drp1 gene expression increases in atopic dermatitis, and other autoimmune skin diseases. However, Therianou et al. (52) demonstrated a contrary result in lesional psoriatic skin. Further study is needed to yield detailed insight into the molecular pathways that mediate GDAP1L1/Drp1 translocation in psoriasis.

The topical treatment of IMQ cream on murine skin creates inflammation resembling the symptoms of human psoriasis (20). IMQ caused phenotypic changes in psoriasis, including epidermal hyperplasia, inflammatory cell infiltration, and IL-23/Th17 axis activation. Relieving these pathological events is critical for psoriasis management. DMD effectively ameliorated IMQ-triggered inflammation and hyperproliferation. The epidermal thickness of IMQ-treated mouse skin could be reduced by 47% after DMD application. Based on the same protocol of psoriasis-like lesion induction by IMQ, our previous data (53) demonstrated that betamethasone as a positive control could decrease epidermal thickness by 43%. This indicates a comparable therapeutic efficacy between DMD and the drug used in clinics. IHC and RT-qPCR results manifested a large accumulation of macrophages and neutrophils in viable skin of the psoriasiform lesion. This observation confirmed the macrophage recruitment in the epidermis and dermis of IMQ-treated mouse skin as was proved in the previous study (54). Our experimental data convincingly demonstrated that a decrease in macrophage recruitment by topical DMD contributed to the resolution of psoriasiform inflammation. We found that DMD application inhibited IMQ-induced overexpression of GDAP1L1 and Drp1 in mouse skin. IL-23 and IL-17 are highly involved in the IMQ-induced animal model of psoriasis (55). In psoriatic lesions, IL-23 is greatly expressed in dendritic cells and macrophages (56). IL-17A is important in relieving psoriasis by upregulating cytokines IL-6, IL-1β, and TNF-α (57). Overexpressed IL-17A in psoriatic skin leads to the proliferation and abnormal differentiation of keratinocytes (58). Macrophages express low levels of IL-17A (16). Psoriasis is a complex disease with a dynamic interaction between immune cells and keratinocytes, as well as their cytokines and chemokines (59). Activation of a confederacy of cell types in psoriasis includes T cells, mast cells, dendritic cells, neutrophils, macrophages, and keratinocytes. As psoriasis develops, T cells and neutrophils are reported to release IL-17A (16, 60). Our data manifested downregulation of IL-17A in IMQ-treated skin by DMD, which might directly or indirectly act on different immune cells with or without macrophage intervention. IL-17A further recruits dendritic cells and Th17 cells to the psoriatic lesion. The production of IL-1β and TNF-α from macrophages can be stimulated by IL-17A (61), which also acts on keratinocytes to increase their proliferation and chemokine expression. Blocking IL-17A by DMD led to the inhibition of epidermal thickening as detected in our study. IL-24 is another cytokine largely produced by macrophages to direct keratinocyte proliferation (33). In addition to macrophages, IL-24 is produced by T cells, mast cells, and keratinocytes in psoriatic plaque (40). The inhibition of IL-24 by topically applied DMD could be beneficial in diminishing keratinocyte proliferation according to IHC. Neutralization of cytokines by DMD not only decreased the number of macrophages in viable skin, but also the number of neutrophils in the stratum corneum and dermis. Inhibition of neutrophil recruitment impeded the aberrant interplay between neutrophils and keratinocytes, thus blocking the keratinocyte hyperproliferation induced by neutrophil cytokines/chemokines. The significant reduction of GDAP1L1 and Drp1 S616 in IMQ-stimulated skin by DMD corroborated with the *in vitro* result of translocation inhibition.

The findings in the mechanistic and animal studies suggest the multiple antipsoriatic mechanisms of DMD. This compound suppressed IMQ-induced expression of proinflammatory cytokines/chemokines by obstructing of MAPK and NF-κB phosphorylation in macrophages. We also verified that DMD downregulated proinflammatory factors *via* the inhibition of GDAP1L1 and Drp1 translocation and Drp1 phosphorylation. This inhibition might be mediated by decreasing the overexpression of p-NF-κB. Further neutrophil recruitment and keratinocyte hyperproliferation could be prevented by inhibiting macrophage activation after DMD management. The possible mechanisms of action of DMD are depicted in **Figure 7**. The safety of topically applied DMD was examined earlier and shows a negligible irritation in healthy mouse skin (14). A satisfactory therapeutic efficacy and safety could be achieved for topical DMD application.

**Figure 7:**
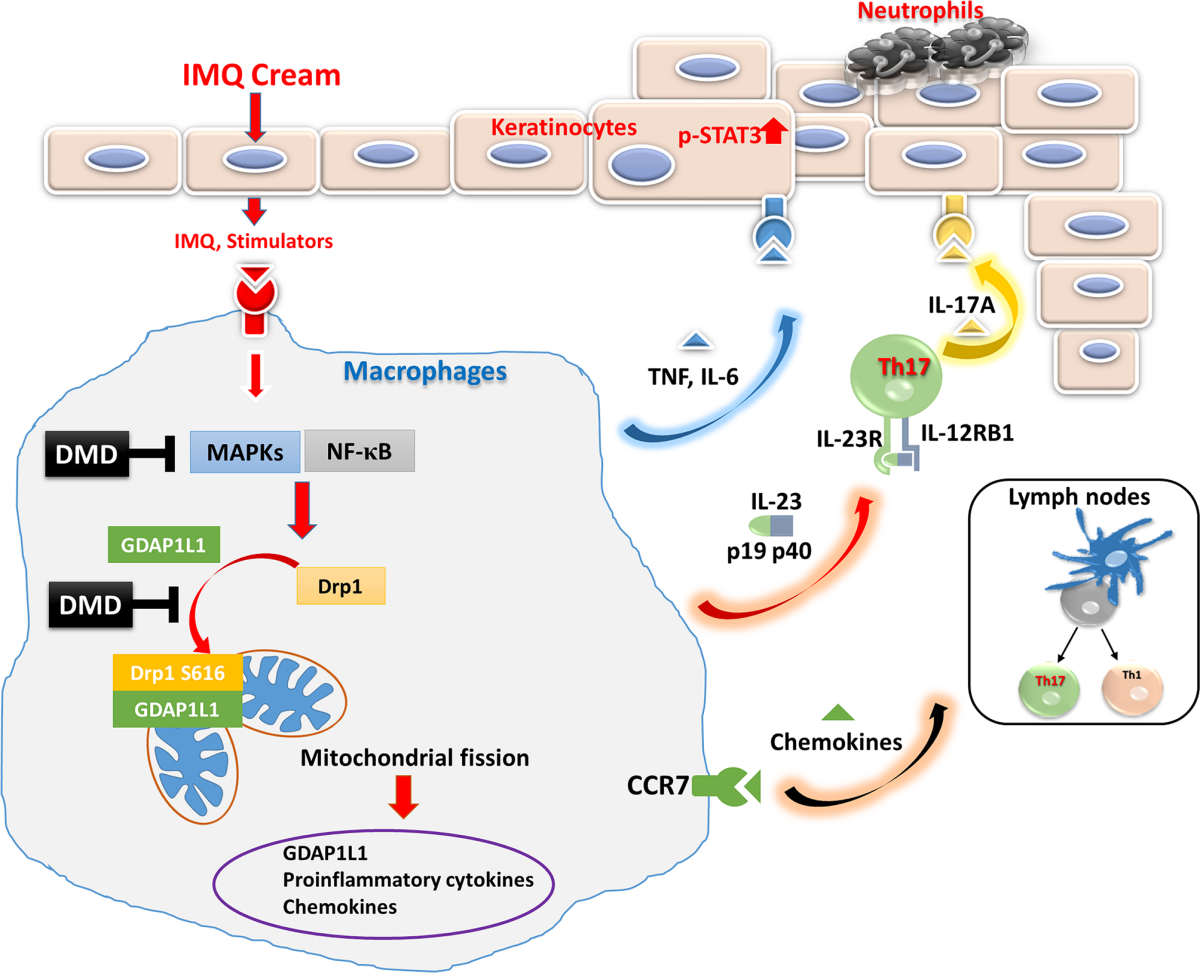
Schematic representation of the proposed mechanisms responsible for the anti-inflammatory effect of DMD in macrophages. We found that IMQ stimulation induced GDAP1L1 expression and GDAP1L1-dependent Drp1 S616 phosphorylation, and then caused mitochondria translocation of GDAP1L1 and phosphorylated Drp1 S616, leading to mitochondrial fission. IMQ stimulation also induced inflammatory mediators’ expression as a result of the activation of NF-κB and MAPK phosphorylation, which was the GDAP1L1-dependent manner. We demonstrate that DMD prevented IMQ-induced mitochondrial fission by blocking GDAP1L1-dependent Drp1 S616 phosphorylation and mitochondria translocation. It could suppress proinflammatory mediator expression in activated macrophages. DMD treatment suppressed migration of activated macrophages into the inflamed site of the mouse skin. The cytokines and chemokines from macrophages in turn rescue neutrophils and cause epidermal proliferation were blocked by DMD treatment.

## Conclusions

The present work investigated the anti-inflammatory potential of a pure compound (DMD) derived from *A. cinnamomea* for mitigating psoriasiform plaque. The *in vitro* assay on THP-1 cells presented DMD-mediated inhibition of overexpressed cytokine/chemokine. The conditioned medium of the activated macrophages treated with DMD could suppress neutrophil migration and keratinocyte proliferation. The *in vivo* animal study showed relief in psoriasiform symptoms after DMD treatment. In addition, cytokine/chemokine upregulation and macrophage recruitment in the psoriasis-like lesion were alleviated *in vivo*. DMD downregulated proinflammatory mediators through the MAPKs and NF-κB pathways. The finding in this study also revealed that the GDAP1L1/Drp1 signaling axis plays a critical role in macrophages as an activator of IMQ-induced proinflammatory factors. This axis could be a target of anti-inflammatory DMD to reduce the lesions. This natural compound, DMD, sheds new light on the therapeutic approach against psoriasis.

## Data Availability Statement

The datasets of transcriptomic analysis for this study can be found on the website Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/). The accession number is GSE171667.

## Ethics Statement

The studies involving human participants were reviewed and approved by Institutional Review Board at Chang Gung Memorial Hospital. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

S-YC initiated the study and drafted the manuscript. C-YC involved in the design of all experiments. S-YC and S-CY carried out the experiments. S-YC and AA analyzed data and wrote the manuscript. C-HL and J-YF supervised the entire project. J-YF reviewed critically and approved the final manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: 2,4-Dimethoxy-6-Methylbenzene-1,3-diol, a Benzenoid From Antrodia cinnamomea, Mitigates Psoriasiform Inflammation by Suppressing MAPK/NF-κB Phosphorylation and GDAP1L1/Drp1 Translocation
**Source:** Front Immunol. 2021 May 14;12:664425. doi: 10.3389/fimmu.2021.664425
**Supplement:** Supplementary file 1

## Slide 1
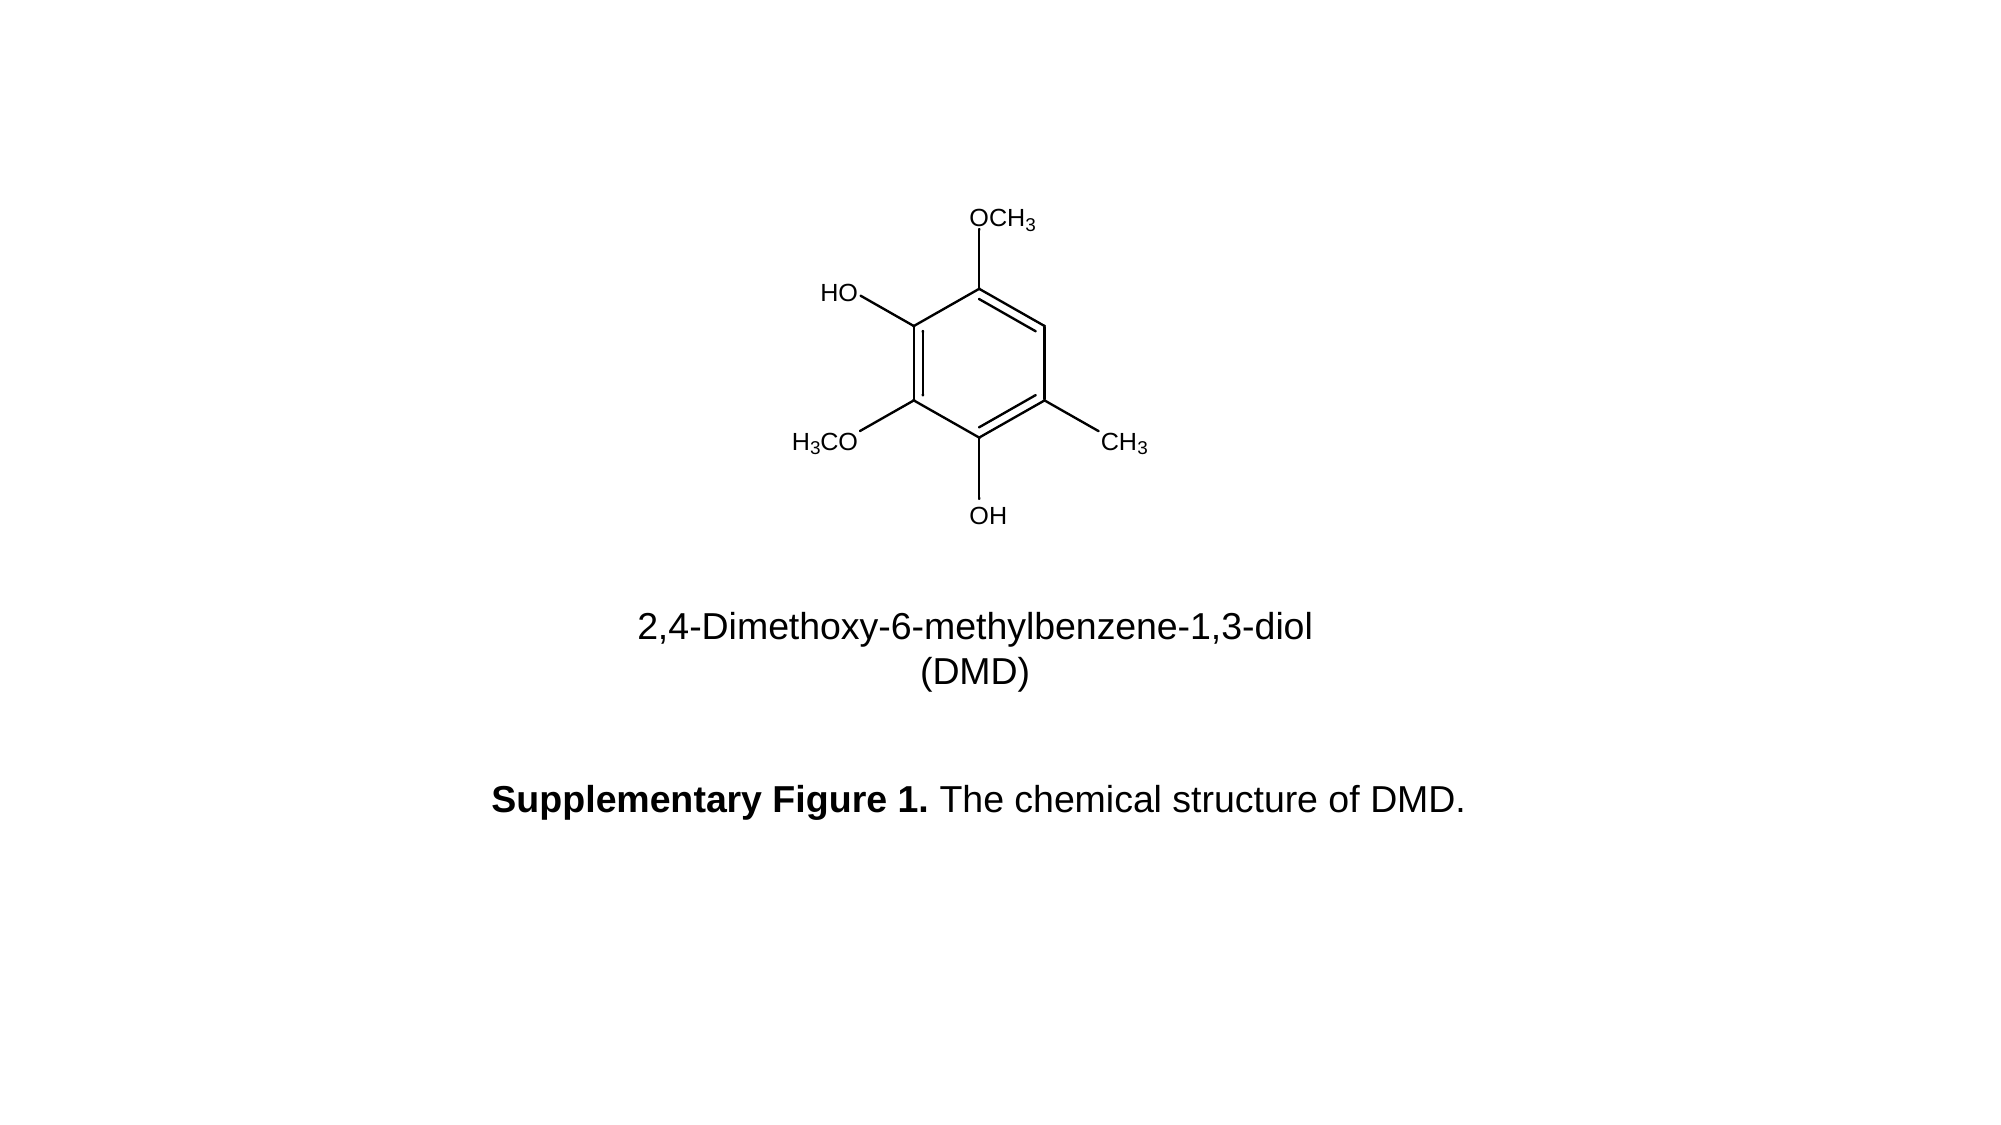

2,4-Dimethoxy-6-methylbenzene-1,3-diol (DMD)
Supplementary Figure 1. The chemical structure of DMD.

## Slide 2
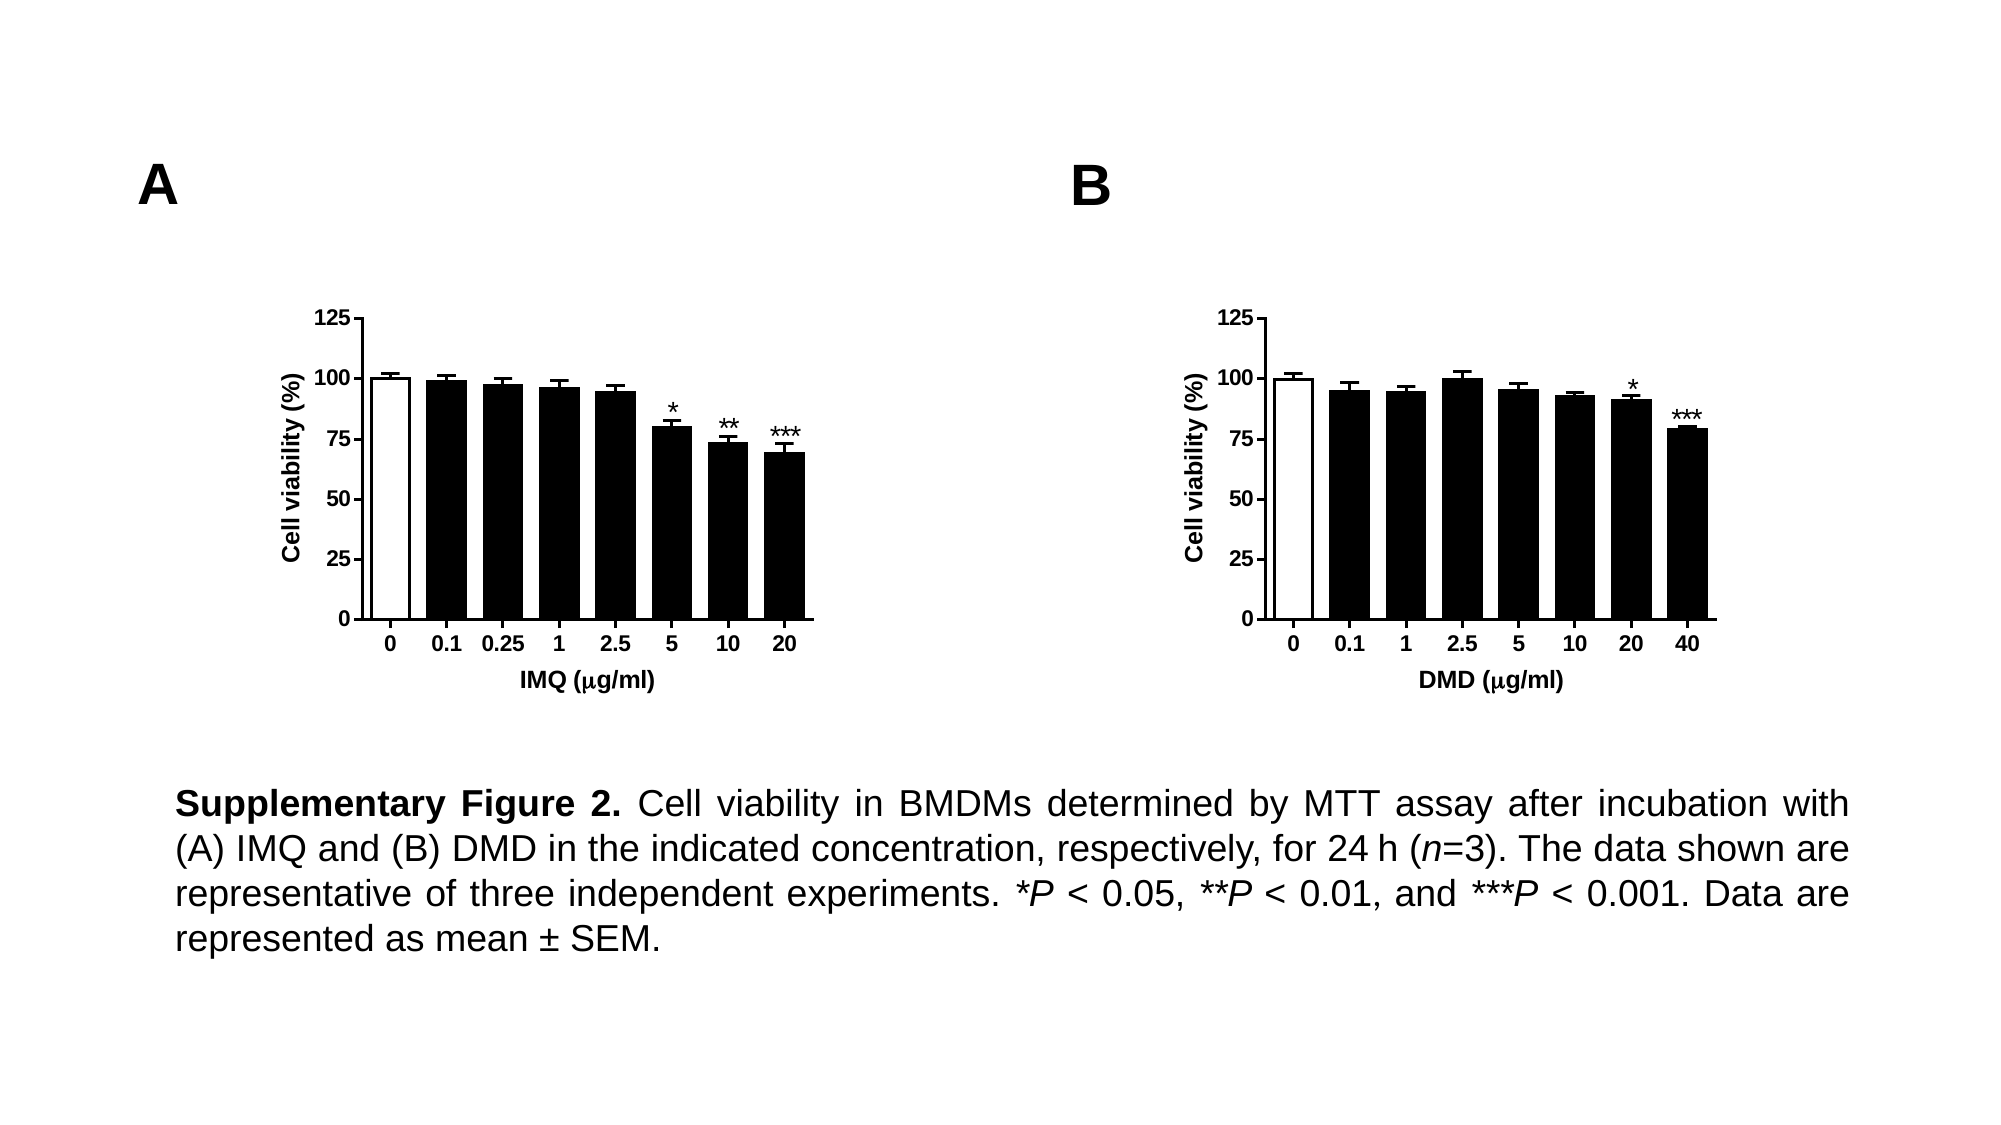

A
B
Supplementary Figure 2. Cell viability in BMDMs determined by MTT assay after incubation with (A) IMQ and (B) DMD in the indicated concentration, respectively, for 24 h (n=3). The data shown are representative of three independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001. Data are represented as mean ± SEM.

## Slide 3
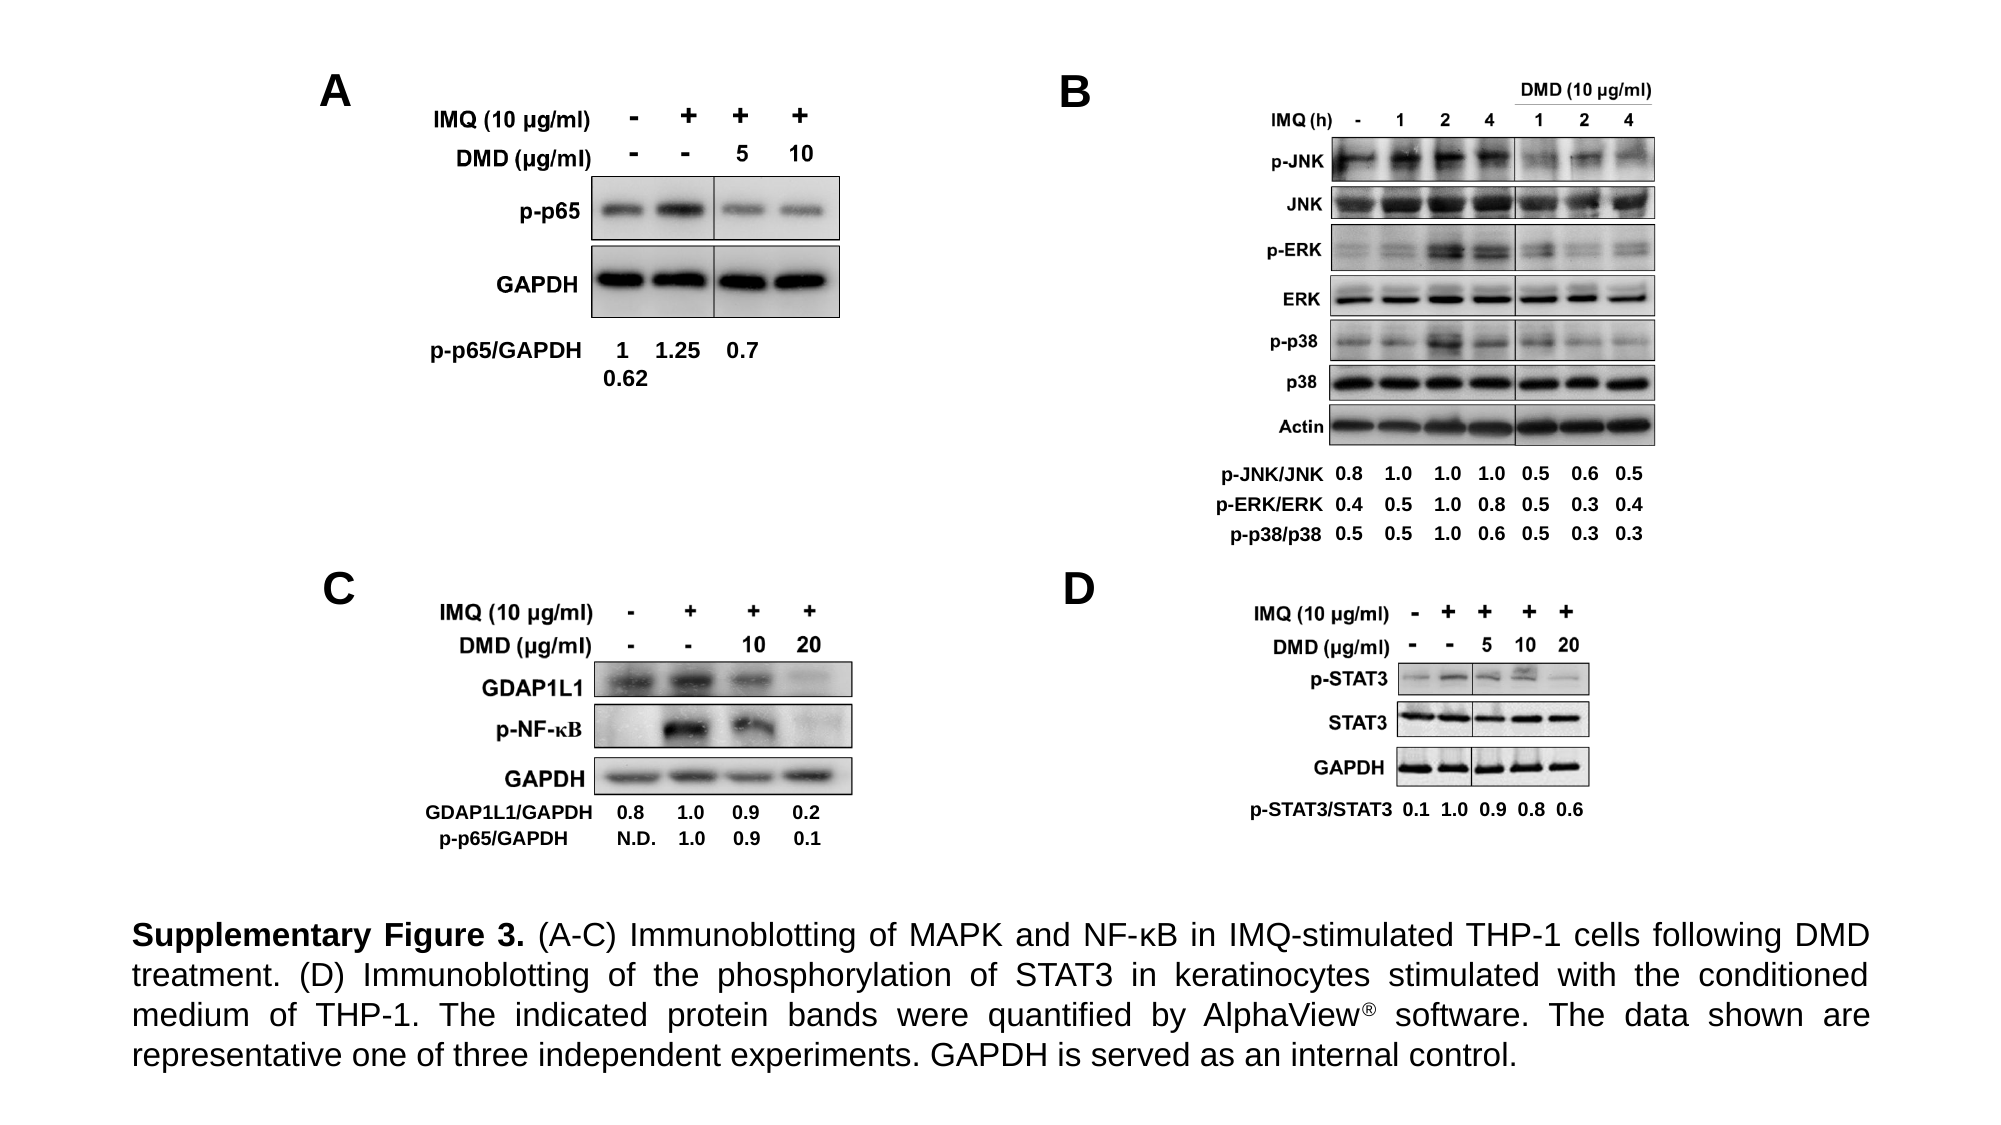

A
B
0.8 1.0 1.0 1.0 0.5 0.6 0.5
p-JNK/JNK
p-ERK/ERK
0.4 0.5 1.0 0.8 0.5 0.3 0.4
0.5 0.5 1.0 0.6 0.5 0.3 0.3
p-p38/p38
p-p65/GAPDH
 1 1.25 0.7 0.62
C
D
p-STAT3/STAT3
0.1 1.0 0.9 0.8 0.6
GDAP1L1/GAPDH
0.8 1.0 0.9 0.2
p-p65/GAPDH
N.D. 1.0 0.9 0.1
Supplementary Figure 3. (A-C) Immunoblotting of MAPK and NF-κB in IMQ-stimulated THP-1 cells following DMD treatment. (D) Immunoblotting of the phosphorylation of STAT3 in keratinocytes stimulated with the conditioned medium of THP-1. The indicated protein bands were quantified by AlphaView® software. The data shown are representative one of three independent experiments. GAPDH is served as an internal control.

## Slide 4
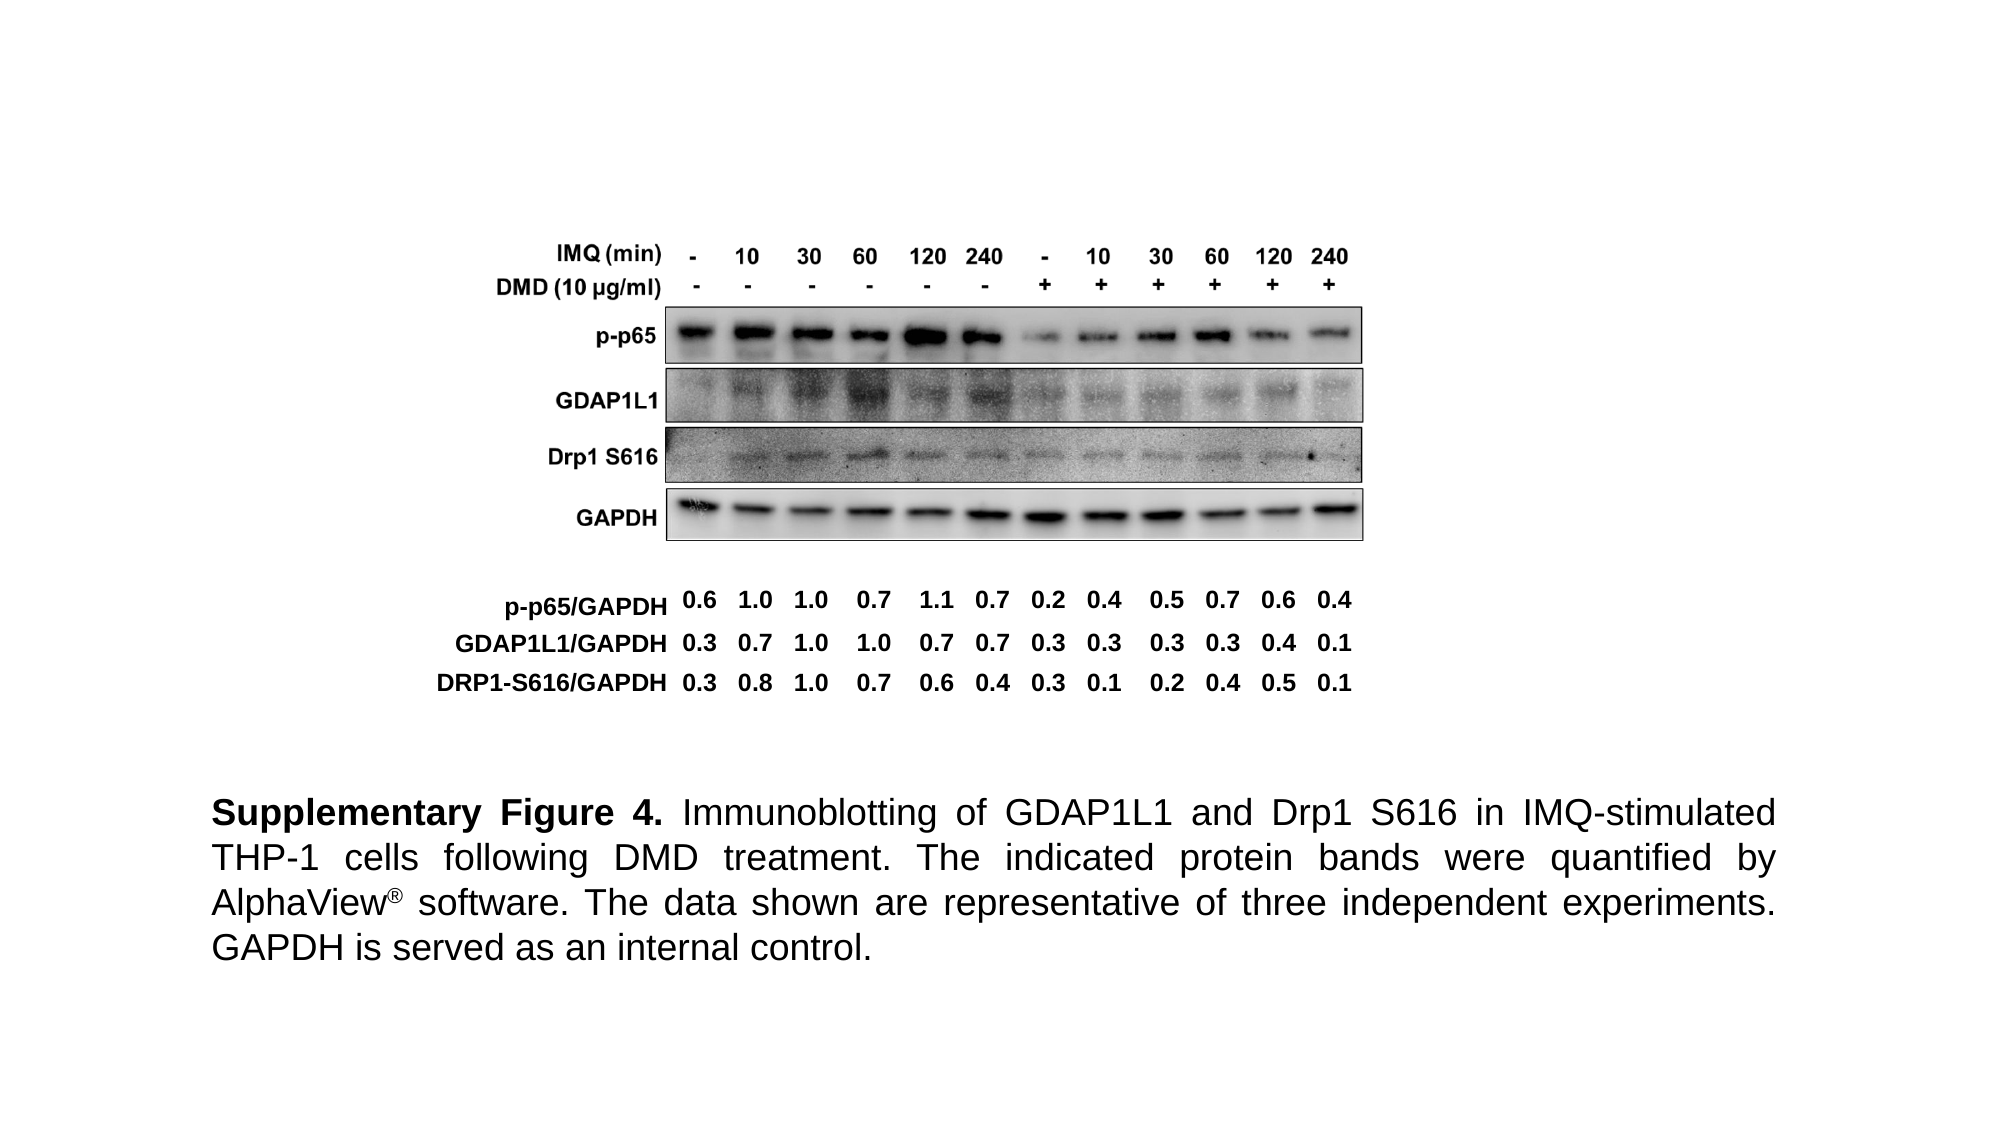

0.6 1.0 1.0 0.7 1.1 0.7 0.2 0.4 0.5 0.7 0.6 0.4
p-p65/GAPDH
0.3 0.7 1.0 1.0 0.7 0.7 0.3 0.3 0.3 0.3 0.4 0.1
GDAP1L1/GAPDH
DRP1-S616/GAPDH
0.3 0.8 1.0 0.7 0.6 0.4 0.3 0.1 0.2 0.4 0.5 0.1
Supplementary Figure 4. Immunoblotting of GDAP1L1 and Drp1 S616 in IMQ-stimulated THP-1 cells following DMD treatment. The indicated protein bands were quantified by AlphaView® software. The data shown are representative of three independent experiments. GAPDH is served as an internal control.

## Slide 5
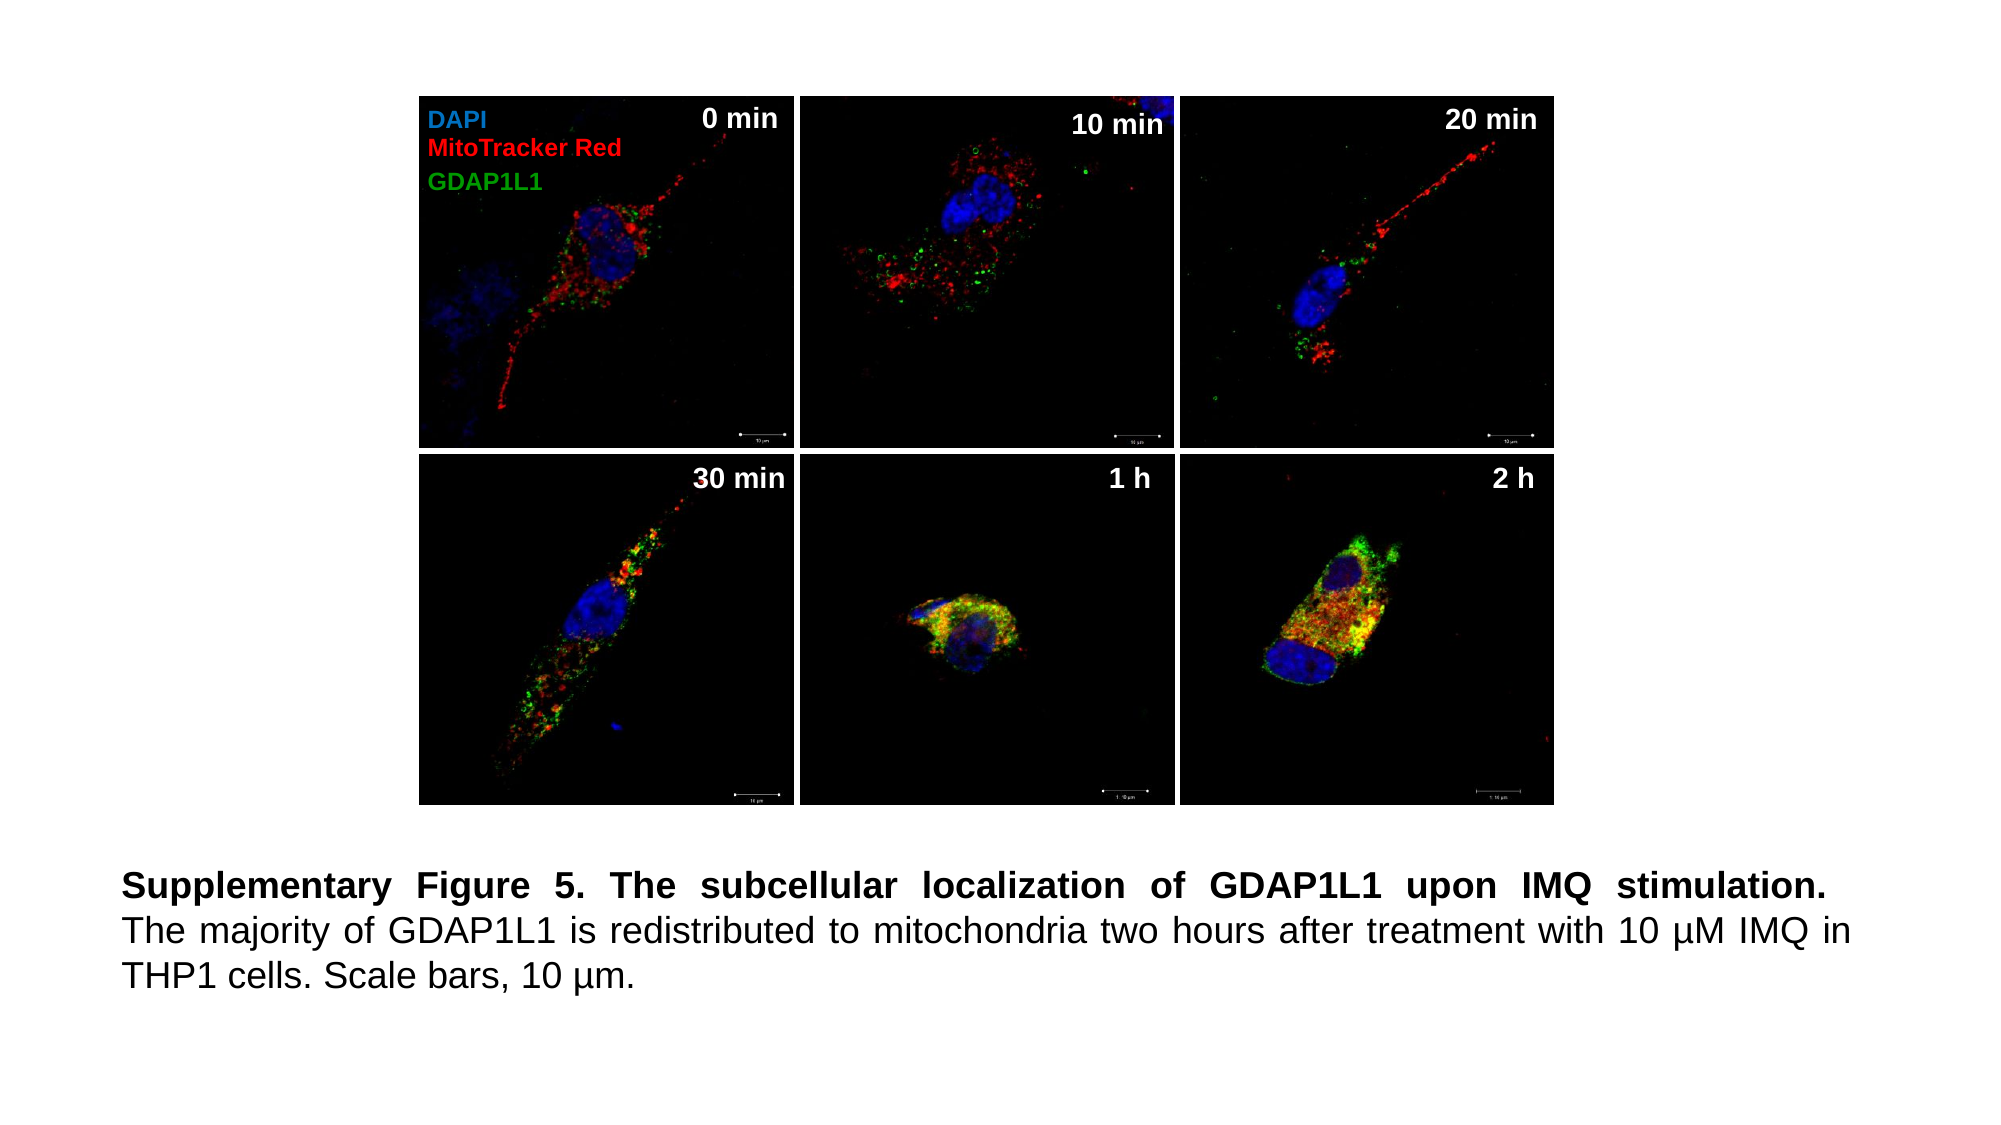

0 min
20 min
10 min
30 min
1 h
2 h
DAPI
MitoTracker Red
GDAP1L1
Supplementary Figure 5. The subcellular localization of GDAP1L1 upon IMQ stimulation. The majority of GDAP1L1 is redistributed to mitochondria two hours after treatment with 10 µM IMQ in THP1 cells. Scale bars, 10 µm.

# Supplementary material for: 2,4-Dimethoxy-6-Methylbenzene-1,3-diol, a Benzenoid From Antrodia cinnamomea, Mitigates Psoriasiform Inflammation by Suppressing MAPK/NF-κB Phosphorylation and GDAP1L1/Drp1 Translocation
**Source:** Front Immunol. 2021 May 14;12:664425. doi: 10.3389/fimmu.2021.664425
**Supplement:** Supplementary file 2

## Slide 1
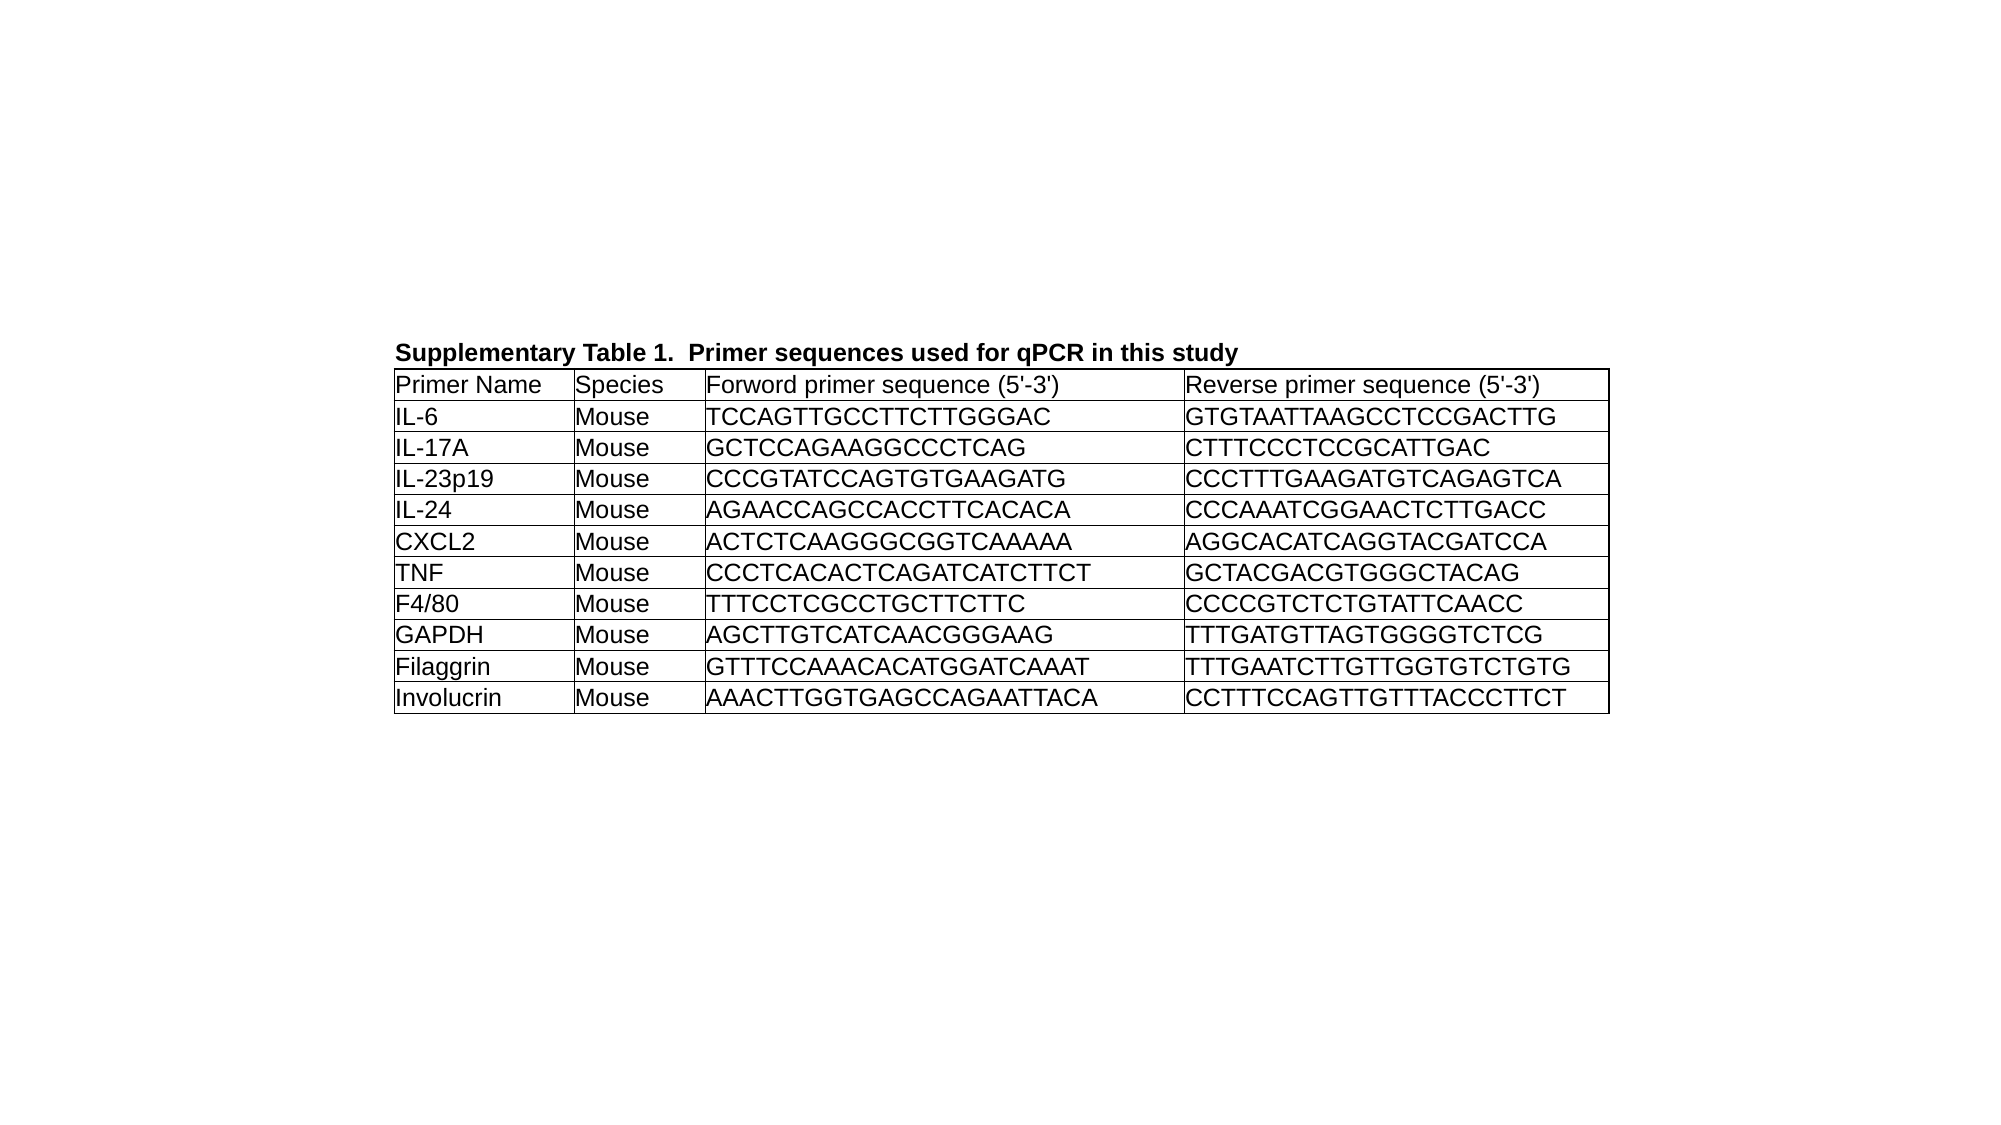

| Supplementary Table 1. Primer sequences used for qPCR in this study | | | |
| --- | --- | --- | --- |
| Primer Name | Species | Forword primer sequence (5'-3') | Reverse primer sequence (5'-3') |
| IL-6 | Mouse | TCCAGTTGCCTTCTTGGGAC | GTGTAATTAAGCCTCCGACTTG |
| IL-17A | Mouse | GCTCCAGAAGGCCCTCAG | CTTTCCCTCCGCATTGAC |
| IL-23p19 | Mouse | CCCGTATCCAGTGTGAAGATG | CCCTTTGAAGATGTCAGAGTCA |
| IL-24 | Mouse | AGAACCAGCCACCTTCACACA | CCCAAATCGGAACTCTTGACC |
| CXCL2 | Mouse | ACTCTCAAGGGCGGTCAAAAA | AGGCACATCAGGTACGATCCA |
| TNF | Mouse | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG |
| F4/80 | Mouse | TTTCCTCGCCTGCTTCTTC | CCCCGTCTCTGTATTCAACC |
| GAPDH | Mouse | AGCTTGTCATCAACGGGAAG | TTTGATGTTAGTGGGGTCTCG |
| Filaggrin | Mouse | GTTTCCAAACACATGGATCAAAT | TTTGAATCTTGTTGGTGTCTGTG |
| Involucrin | Mouse | AAACTTGGTGAGCCAGAATTACA | CCTTTCCAGTTGTTTACCCTTCT |

# Supplementary material for: 2,4-Dimethoxy-6-Methylbenzene-1,3-diol, a Benzenoid From Antrodia cinnamomea, Mitigates Psoriasiform Inflammation by Suppressing MAPK/NF-κB Phosphorylation and GDAP1L1/Drp1 Translocation
**Source:** Front Immunol. 2021 May 14;12:664425. doi: 10.3389/fimmu.2021.664425
**Supplement:** Supplementary file 3

## Slide 1
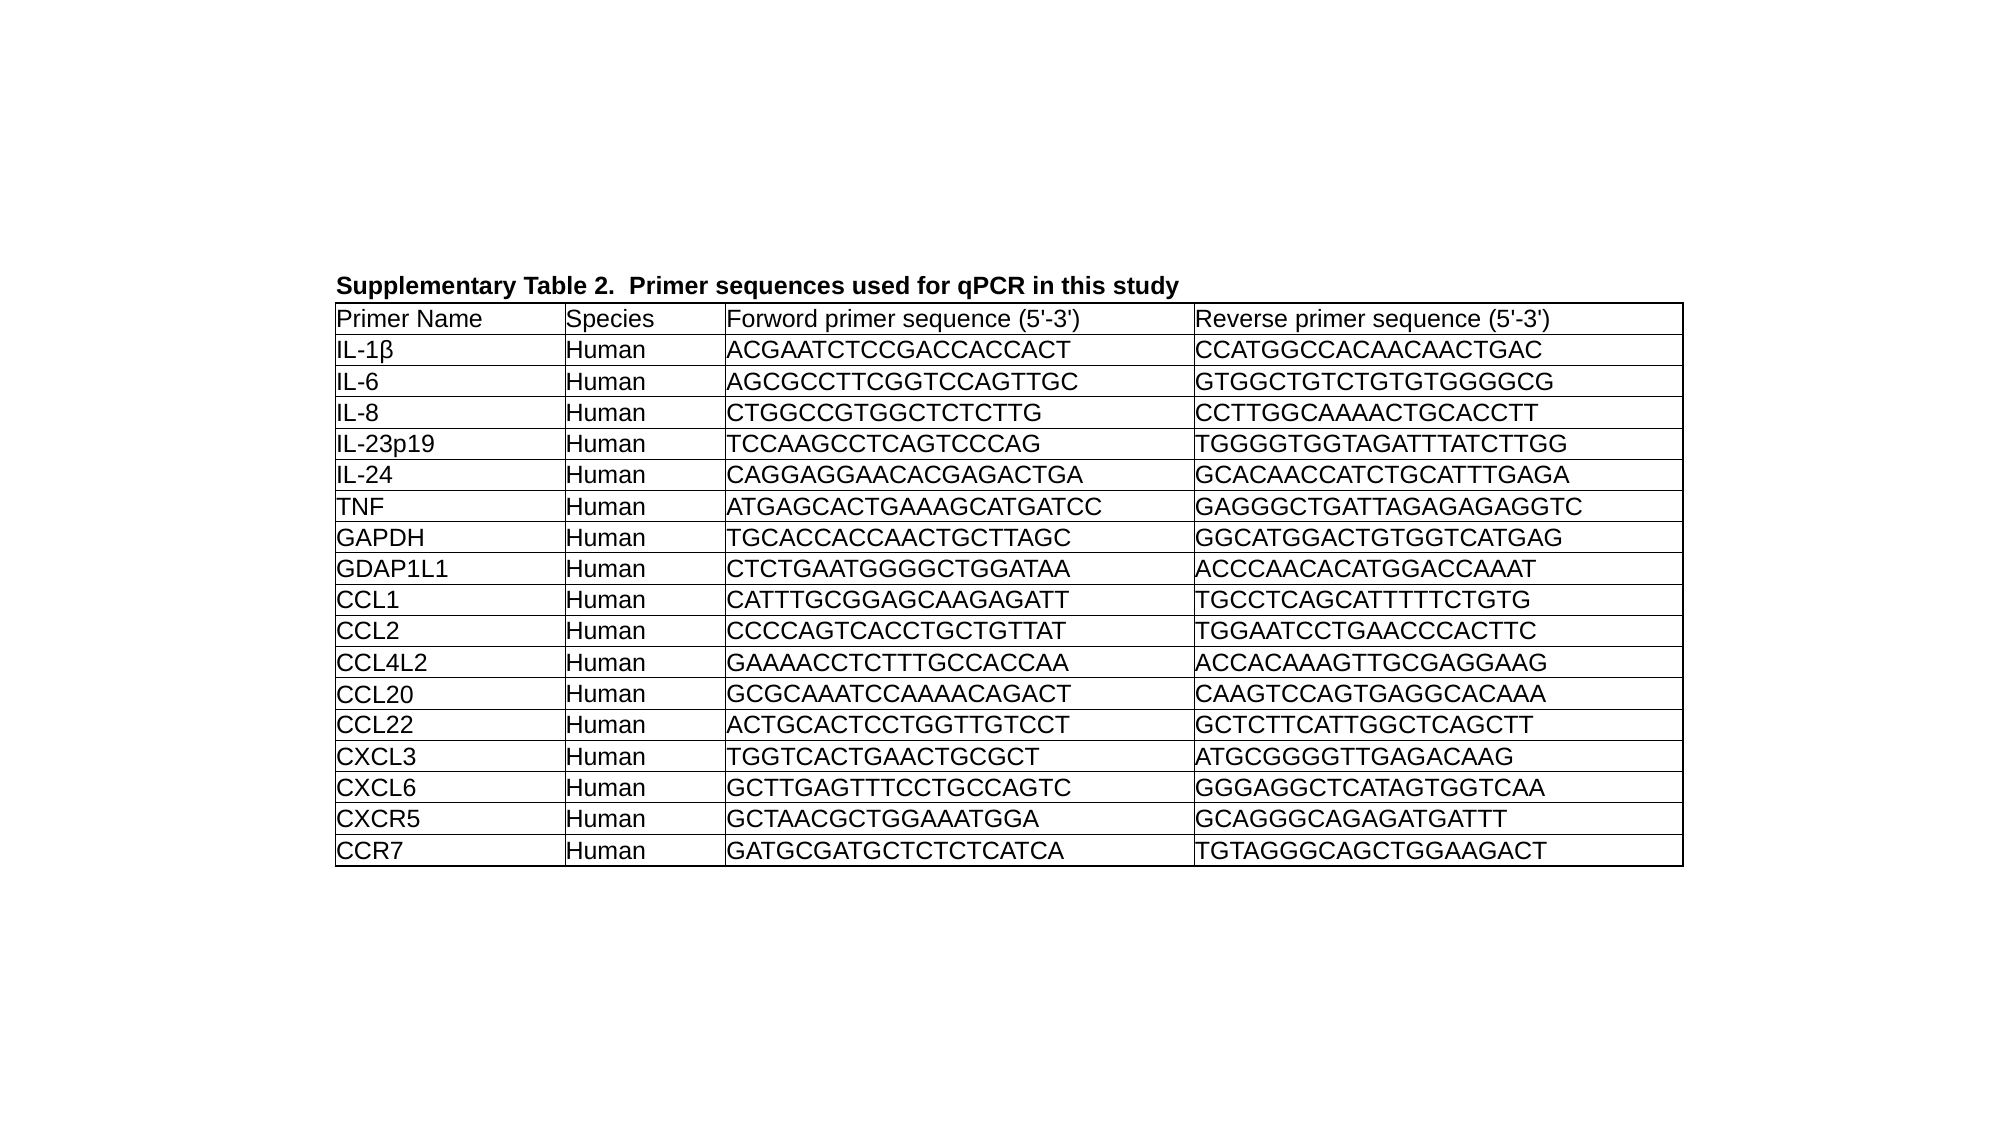

| Supplementary Table 2. Primer sequences used for qPCR in this study | | | |
| --- | --- | --- | --- |
| Primer Name | Species | Forword primer sequence (5'-3') | Reverse primer sequence (5'-3') |
| IL-1β | Human | ACGAATCTCCGACCACCACT | CCATGGCCACAACAACTGAC |
| IL-6 | Human | AGCGCCTTCGGTCCAGTTGC | GTGGCTGTCTGTGTGGGGCG |
| IL-8 | Human | CTGGCCGTGGCTCTCTTG | CCTTGGCAAAACTGCACCTT |
| IL-23p19 | Human | TCCAAGCCTCAGTCCCAG | TGGGGTGGTAGATTTATCTTGG |
| IL-24 | Human | CAGGAGGAACACGAGACTGA | GCACAACCATCTGCATTTGAGA |
| TNF | Human | ATGAGCACTGAAAGCATGATCC | GAGGGCTGATTAGAGAGAGGTC |
| GAPDH | Human | TGCACCACCAACTGCTTAGC | GGCATGGACTGTGGTCATGAG |
| GDAP1L1 | Human | CTCTGAATGGGGCTGGATAA | ACCCAACACATGGACCAAAT |
| CCL1 | Human | CATTTGCGGAGCAAGAGATT | TGCCTCAGCATTTTTCTGTG |
| CCL2 | Human | CCCCAGTCACCTGCTGTTAT | TGGAATCCTGAACCCACTTC |
| CCL4L2 | Human | GAAAACCTCTTTGCCACCAA | ACCACAAAGTTGCGAGGAAG |
| CCL20 | Human | GCGCAAATCCAAAACAGACT | CAAGTCCAGTGAGGCACAAA |
| CCL22 | Human | ACTGCACTCCTGGTTGTCCT | GCTCTTCATTGGCTCAGCTT |
| CXCL3 | Human | TGGTCACTGAACTGCGCT | ATGCGGGGTTGAGACAAG |
| CXCL6 | Human | GCTTGAGTTTCCTGCCAGTC | GGGAGGCTCATAGTGGTCAA |
| CXCR5 | Human | GCTAACGCTGGAAATGGA | GCAGGGCAGAGATGATTT |
| CCR7 | Human | GATGCGATGCTCTCTCATCA | TGTAGGGCAGCTGGAAGACT |

How the deposited data were processed for this re-analysis (not part of the article)

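RNA from THP-1 macrophages in 3 conditions (Ctrl, IMQ, and IMQ+DMD) was measured on 1 one-color array each, all on 1 slide. The conditions, times, and doses are those described where the arrays are introduced in the article. The cells and mice of the RT-qPCR, ELISA, immunoblotting, imaging, and in vivo experiments were not analysed here.

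For each array, the authors deposited the output of the scanner software (Feature Extraction 10.5.1.1), which gives for every spot the pixel statistics, the local background, a background-corrected intensity, and quality marks. The authors also deposited a table of the raw intensity and of the quantile-normalized intensity of each probe. The raw intensity in that table was checked against the scanner output and was equal within 0.1% for all 57901 probes with a single spot on each array. No column of values per sample in that table was left unused. The enrichment tests of gene ontology terms and pathways that the series description mentions were not used here.

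From the scanner output, 1767 positive and 308 negative control spots were left out, together with 52 outlier-marked spots on the Ctrl array, 73 on the IMQ array, and 82 on the IMQ+DMD array. This left 1 probe without a value on the Ctrl array and 2 on each of the others. No spot was saturated (0 on each array). The background-corrected intensity was quantile normalized on the linear scale with limma 3.58.1 in R 4.3.3, converted to log2, and averaged over the spots of a probe. Later steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9.

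Of the transcript probes, 37611 were well above background on all 3 arrays and 14134 on none. The 75th percentile of the processed intensity was 472 on the Ctrl array, 346 on the IMQ array, and 361 on the IMQ+DMD array. A probe that was not well above background on an array was given the higher of its own value and the lowest value of the probes that were. A probe was compared where it was well above background on at least the brighter of the arrays compared. Differences of log2 values between single arrays were taken for IMQ against Ctrl and for IMQ+DMD against IMQ, and a probe counted as changed at 2-fold or more. No p-values were computed, because there was 1 array per condition and the number of arrays limits the precision. The 300 probes with 10 spots gave the noise within an array, with a median SD of 0.05 log2 units on the IMQ array and 0.04 on the IMQ+DMD array. By brightness, the median SD was 0.21 between log2 values of 5 and 6, 0.07 between 8 and 9, and 0.04 between 14 and 15.

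The share of IMQ-raised probes lowered by DMD was the percent of the probes at least 2-fold higher after IMQ that were at least 2-fold lower after IMQ+DMD than after IMQ. The remaining rise was the log2 difference between IMQ+DMD and Ctrl in percent of that between IMQ and Ctrl. The percent lowered has a 95% Wilson interval, which treats probes as independent, and the remaining rise has no interval. Unchanged IMQ arrays were simulated 100 times with the noise of repeated spots. Evenness of a spot was the SD of its pixels in percent of their mean, set beside all spots of the same array within 1.5-fold of its brightness.

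Gene lists were the cytokines of Fig. 1C, the chemokines and receptors of Fig. 2A, NF-κB feedback and target genes, MAPK immediate-early and feedback genes, interferon-stimulated genes, NRF2 targets, mitochondrial fission and fusion genes, and housekeeping genes. The median log2 difference of each list was given as a percentile among 10000 random lists of the same size, matched on mean expression in 20 bins and drawn from genes well above background on at least 1 array of the comparison. Such a percentile describes these arrays only. Genes named in the text were chosen among those that the paper names in its transcript or protein measurements and the 5 with the largest rise and fall in each comparison among genes with a symbol that were well above background on both arrays compared, and not every gene that meets this rule is printed. A probe, gene, or spot singled out beyond that rule was chosen after its values were seen.

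The normalization, the handling of dim probes, the thresholds, the gene lists, the rule for named genes, and all alternatives but 1 were chosen before the data were examined. The exception concerns the probe that stands for a gene. The plan named the probe with the highest mean over the 3 arrays without naming the scale. The mean of log2 values before the floor was used, and this was settled after the values of both GDAP1L1 probes had been seen. The mean of linear intensities was added as an alternative, and for GDAP1L1 it selects the other probe, as would the mean of floored log2 values.

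The alternatives were scaling to the 75th percentile, no normalization between arrays, scaling to 10 spike-in probes with 35 spots each, normexp background correction with an offset of 50, the normalized values of the authors, and keeping outlier-marked spots. For dim probes the alternatives were no floor, no filter, and a requirement of signal well above background on both arrays. For counts, thresholds of 1.5-fold and 4-fold and genes in place of probes were used. For genes, the mean over all probes replaced the chosen probe.

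The calculations were tested on simulated data made from 58200 probes with 200 of them changed by known amounts. For IMQ against Ctrl, all 200 were called, and 181 unchanged probes were called at 2-fold. Of 48 raised probes that were put back, 48 were called lowered. The changed probes were all well above background and were changed by more than 2-fold. Their recovery therefore does not test dim probes or changes near the threshold. A list of 15 raised probes reached percentile 100.0, and 96 of 100 lists of unchanged probes lay within the central 95% of the random lists.

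Gene symbols and coordinates were taken from the array annotation, whose coordinates are on hg19. Of 33080 RefSeq identifiers on the array, 31104 were found in a name table of GRCh38.p14, which was used for names only. Exons and untranslated regions were not assigned to probes.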

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

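The tests of other probes and of spot evenness for CXCL1 and for the genes that rose most after IMQ+DMD, and the tests of brightness and of single cultures for the NRF2 targets, were chosen only after the result was seen. The results below concern genes that the paper does not discuss in these data and that differed from the array they were compared with. No result has a replicate, so a difference between single cultures stays open for each.

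CXCL1 was higher after IMQ than in Ctrl by a log2 difference of 6.83. An artefact of 1 spot is argued against by the second CXCL1 probe, which rose by 4.76. The effect of IMQ stays open as the biological explanation that the design offers.

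The 5 genes that rose most after IMQ+DMD relative to IMQ were FAM65B (1.83), JAKMIP3 (1.79), LINC01197 (1.75), VN1R10P (1.66), and REC114 (1.59). Noise of single spots remains a candidate explanation for them. The largest rise among the other well measured probes of these genes was 0.24, for LINC01197. The other probes of FAM65B and JAKMIP3 were too dim to decide, and VN1R10P and REC114 have no other probe. The JAKMIP3 spot on the IMQ+DMD array was more uneven than 99.8% of similarly bright spots, and that of REC114 than 98.0%. The spots of FAM65B (percentile 92.4), LINC01197 (58.1), and VN1R10P (16.6) were not extreme. The technical SD of the log2 difference, from repeated spots, was between 0.08 for LINC01197 and 0.35 for REC114, below each of these rises. With these values, spot noise and an effect of DMD cannot be told apart.

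The NF-κB feedback and target genes had a median log2 difference of 2.15 between IMQ and Ctrl, with 14 of 14 genes higher. For the MAPK immediate-early and feedback genes the median was 0.88, with 14 of 17 measured genes higher. Both medians lay at percentile 100 of the matched random lists with quantile normalization and with each alternative, so a trend shared by genes of similar brightness is argued against. Spike-in scaling moves the median of all genes to -0.59, and the medians of the lists are then 1.73 and 0.40. An effect of IMQ and a difference between single cultures stay open.

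The NRF2 targets had a median log2 difference of 0.66 between IMQ and Ctrl, with 14 of 16 genes higher and 7 at least 2-fold higher. Their median fell to 0.28 without normalization and to 0.20 with spike-in scaling, where 12 of 16 genes were higher. Between IMQ+DMD and IMQ the median was 0.43, with 15 of 16 genes higher and 1 at least 2-fold higher, and the alternatives gave medians from 0.37 to 0.57. A general rise of genes of this brightness on the IMQ+DMD array is argued against, since the median lay at percentile 100 of the matched random lists. A difference between single cultures unrelated to DMD cannot be told apart from an effect of DMD, because there was 1 array per condition. The pattern may reflect either.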

How the results depend on the processing

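The choice of the GDAP1L1 probe by its mean linear intensity was added only after the result was seen; the other alternatives were planned. With the normalized values of the authors and with outlier-marked spots kept, every count stayed within 1.5 times and every direction held among the results listed below.

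The GDAP1L1 log2 differences depended on the probe more than on any other choice. For the first probe, the differences were -0.10 for IMQ against Ctrl and -0.17 for IMQ+DMD against IMQ. They were -0.76 and 0.19 without normalization and -0.83 and 0.33 with spike-in scaling. Scaling to the 75th percentile gave 0.13 and normexp -0.04 for IMQ+DMD against IMQ, so the sign of this small difference is not settled. The mean of both probes gave 2.21 and -2.33, which are bounds because of the second probe. The probe with the higher mean linear intensity, a choice made after the values were seen, gave 4.52 and -4.48. This is the second probe, and its rise was 4.04 without normalization, 3.97 with spike-in scaling, 2.34 with normexp, and 6.35 with no floor. Its fall was -2.32 with normexp and -5.15 with no floor, where the values of the dim arrays are within background. These moves follow from the construction of the alternatives: normexp adds an offset to every spot, and the floor replaces the values of the arrays where the probe was dim.

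For IMQ against Ctrl, 1772 probes were at least 2-fold higher and 1431 lower. Scaling to the 75th percentile gave 1517 and 1923, no normalization 730 and 6668, spike-in scaling 657 and 8080, and normexp 723 and 720. Without a filter on dim probes the counts were 3750 and 3852, at 1.5-fold 4602 and 4334, and at 4-fold 366 and 135. For IMQ+DMD against IMQ, 445 probes were higher and 533 lower. Scaling to the 75th percentile gave 1306 and 272, no normalization 1682 and 231, spike-in scaling 2788 and 168, and normexp 21 and 38. Probes well above background on both arrays numbered 287 and 304, no filter gave 2489 and 2228, 1.5-fold 2548 and 2440, and 4-fold 6 and 40. The median log2 difference of the probes on all 3 arrays was -0.49 without normalization and -0.57 with spike-in scaling for IMQ against Ctrl, and 0.18 with spike-in scaling for IMQ+DMD against IMQ. With the 75th percentile the latter median was -0.03, against -0.02 with quantile normalization, although the counts changed. The cause was not tested, nor which scaling is nearer to the RNA content of the cells.

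Of the probes raised by IMQ, 18.3% were lowered at least 2-fold after IMQ+DMD. Scaling to the 75th percentile gave 12.8%, spike-in scaling 14.9%, normexp 3.04%, a requirement of signal on both arrays 7.70%, and no filter 32.7%. The remaining share of the rise was 75.7%. It was 81.5% without normalization, 89.8% with spike-in scaling, 89.4% with normexp, 83.1% with signal on both arrays, 63.4% with no filter, and 85.7% for probes raised at least 4-fold. The lowered share was smallest with normexp, which adds an offset, and next with signal on both arrays, and it was largest with no filter. A change in the remaining share of up to 5 percentage points was treated as no change, and this limit was set by hand.

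Single results changed direction under other scalings. For IMQ against Ctrl, without normalization CCL2 was -0.15, MAPK14 -0.18, MAPK8 -0.11, RELA -0.17, and STAT3 -0.10. With spike-in scaling CCL2 was -0.22, MAPK14 -0.25, MAPK8 -0.19, RELA -0.24, and STAT3 -0.18. For IMQ+DMD against IMQ, spike-in scaling gave 0.014 for MAPK3 and 0.020 for the median of the MAPK immediate-early and feedback genes. CXCL8, higher by 0.09 in this comparison with quantile normalization, was lower with scaling to the 75th percentile and without normalization. All 5 cytokines of Fig. 1C were lower in those settings. The cause was not tested. Among 67 results for named genes, 536 values were computed under alternatives, of which 508 had the direction of the reported one. Of the 536, 355 stayed within the noise of repeated spots, 170 moved by more, and 11 reversed a difference larger than that noise. Among 16 list medians, 117 of 128 values had the same direction, 79 stayed within 0.05, a limit set by hand, 48 moved by more, 1 reversed, and the largest move was 1.67. Of the 15 RT-qPCR genes, 14 were higher after IMQ, and 13 without normalization and with spike-in scaling.

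Signal over background limits what the arrays show. On the IMQ array 66.6% of the probes were well above background, and a probe that is dim there has only a bound on its difference from an array where it is well above background, and no fold where it is dim on both. On no array were 14134 probes well above background. No model with the slide as a block was run, because all arrays were on 1 slide. No paired analysis was possible because each condition has 1 array.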

Differences from the paper's values

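No test in this part was chosen only after the result was seen, apart from the choice of the GDAP1L1 probe by its mean linear intensity, which was added after the values had been seen.

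The paper's reported value for the decrease of GDAP1L1 mRNA after DMD treatment is 70-fold, by RT-qPCR. The first array probe was 1.13-fold higher after IMQ than after IMQ+DMD. Among the alternatives set before the data were examined, this probe gave between 0.793 (spike-in scaling) and 1.13, and none of its values came within 1.5 times of the paper's value. The mean of both probes gave at least 5.02-fold, but it includes the first probe's 1.13 and is not compared with the paper's value. The second array probe gave at least 22.4-fold, and this bound does not exclude the paper's value. The choice of the probe by its mean linear intensity, made after seeing the values, selects this second probe. With no floor the ratio for the second probe was 35.4, but its value after IMQ+DMD was not well above background, so this ratio is not a measured fold and is not compared with the paper's value.

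For IMQ against the control, GDAP1L1 mRNA is about 79 in Fig. 2B, read by eye, as the paper's fold over control. The first array probe gave 0.931, and under the alternatives set before the data were examined it gave between 0.562 and 0.974. None of these came within 1.5 times of the paper's value. The mean of both probes gave at least 4.62-fold, but it includes the first probe's 0.931 and is not compared with the paper's value. The second probe gave at least 23.0-fold, and this bound does not exclude the paper's value. With no floor the ratio for the second probe was 81.7, but its value in Ctrl was not well above background. This ratio is therefore not a measured fold and is not compared with the paper's value. Choosing the probe by the mean linear intensity, a choice made after seeing the values, gives the same bound of 23.0-fold.

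The paper states that DMD returned the transcripts of IL-23, IL-6, IL-24, and TNF to the level of the control. Its methods give 24 h of IMQ in general, against 4 h in the array labels. On the arrays, the log2 values in Ctrl, after IMQ, and after IMQ+DMD were 8.66, 14.55, and 13.63 for IL23A, 5.78, 8.74, and 8.10 for IL6, 6.30, 8.74, and 8.41 for IL24, and 9.44, 12.90, and 12.35 for TNF. The paper also states that DMD abolished the rise of 9 chemokines and receptors. On the arrays, all 9 were lower after IMQ+DMD than after IMQ, with a median log2 difference of -0.63. Of the 14 RT-qPCR genes other than GDAP1L1, 13 were still at least 2-fold above Ctrl after IMQ+DMD, and the exception was CCL2. The paper reports a high level of CCL2 after IMQ. On the arrays its log2 value was 9.65 in Ctrl and 9.91 after IMQ, and the difference was -0.15 without normalization and -0.22 with spike-in scaling.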

Other observations

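All tests of the GDAP1L1 spot, the test of brightness among the IMQ-raised probes, and the tests of brightness and of single cultures for the interferon-stimulated genes were chosen only after the result was seen. The tests of other probes of strongly raised genes, of the shared IMQ array, of a lower yield of labelled RNA, and of quantile normalization were written before their results.

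The second GDAP1L1 probe was bright on the IMQ array only. Light from a neighbouring spot that brightened after IMQ is argued against. Among the 5 touching spots the largest log2 difference between IMQ and Ctrl was 0.079 and the smallest -0.74. The brightest touching spot had an intensity of 3328 on the Ctrl array and 2929 on the IMQ array. Whether light from a spot bright on both arrays reached this one on the IMQ array only was not tested. A rise of the transcripts listed for both probes, read alike by both, is argued against by the first probe, which changed by -0.10. Whether probes of one gene often disagree on these arrays stays open. For 14 genes with a probe raised at least 16-fold, 26 overlapping comparisons with another probe were possible, and in 92.3% of them the other probe was raised at least 2-fold. The exceptions were OSM, whose other probe rose by 0.31, and GDAP1L1. In the larger set of 401 genes with a probe raised at least 2-fold and a second one well above background, 27.2% of the second probes were raised at least 2-fold. An uneven spot on the IMQ array stays open as a candidate explanation, because the pixel SD of 47.1% of the mean was above that of every spot of similar brightness. Cases of extra signal were more frequent among uneven spots of this array, though rare. Of the 400 most uneven spots, 7 (1.75%) were at least 4-fold brighter than on both other arrays, against 23 of 38065 other spots, a share 29.0 times as high. These spots include that of GDAP1L1 itself, and most of the uneven spots were not 4-fold brighter. A change in a transcript that the second probe alone reads could also give the pattern: 1 transcript is listed for that probe alone, as 1 is for the first probe, and the arrays cannot decide on it. A first probe that responds poorly to its target was not tested. The paper's RT-qPCR and immunoblotting, on other samples, report a rise of GDAP1L1, and the present values do not bear on those experiments.

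Among the 10 probes with the largest fall after IMQ+DMD, 3 had a spot on the IMQ array above the 99th percentile of unevenness, namely those of GDAP1L1, lnc-EPHA7-2, and XLOC_l2_001255. The CTGF spot was ordinary, at percentile 47.4. CTGF had log2 values of 4.37 in Ctrl, 9.78 after IMQ, and 7.11 after IMQ+DMD.

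Probes raised by IMQ were mostly lower after IMQ+DMD. Among probes well above background on all 3 arrays, the 1304 raised ones had a median log2 difference of -0.28 between IMQ+DMD and IMQ, and 81.2% were lower. The probes not raised had a median of -0.01, and 51.9% were lower. A lower yield of labelled RNA on the IMQ+DMD array as a whole is argued against, since without normalization the probes not raised had a median of 0.046 and the raised ones -0.21. With spike-in scaling the medians were 0.19 and -0.07. That both comparisons share the IMQ array remains open: simulated unchanged arrays gave at most 0.88% of raised probes lowered at least 2-fold, but repeated spots carry no variation between cultures, which the design does not show. In 109 genes with 2 probes raised at least 2-fold, the second probe had a median of -0.27 and was lower in 79.8% of the genes. Second probes share the IMQ array and its culture, and these were selected for their own rise as well.

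The falls of at least 2-fold were concentrated in dim probes. Among 646 raised probes with a mean log2 value of 8 or more, 0.93% were lowered at least 2-fold, and a median of 92.0% of the rise remained. Noise of dim single spots may therefore account for part of the larger share among all raised probes. In 401 genes with a raised first probe and a second one well above background, 13.2% of the first probes and 2.74% of the second were lowered at least 2-fold, although 27.2% of the second probes had been raised. In the 109 genes with both probes raised, 3.67% of the first and 9.17% of the second were lowered. A real difference in response between weakly and strongly expressed genes was not tested. Quantile normalization that pulls the arrays together is argued against as the reason why most of the rise remained, since the other scalings left at least 79.9% of it.

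Among the 15 genes that the paper measured by RT-qPCR, 14 were higher after IMQ than in Ctrl on the arrays, 13 of them at least 2-fold. After IMQ+DMD, 14 were lower than after IMQ, 13 by more than 2 technical SDs, and only CCL22 at least 2-fold (-1.64). These counts read GDAP1L1 from its first probe, and spike-in scaling gave 13 higher and 13 lower. Scaling to the 75th percentile and no normalization also gave 14 lower, but with CXCL8 lower and GDAP1L1 higher. In the 13 genes raised at least 2-fold, the remaining share of the rise had a median of 86.3% and reached 101% for CXCL8. It was lowest for CXCR5 (65.5%) among genes measured on all 3 arrays, and at least 54.4% for CCL22, which was at the floor in Ctrl. The log2 values after IMQ and IMQ+DMD were 14.46 and 14.55 for CXCL8, 13.63 and 13.03 for CCR7, 10.39 and 9.76 for CCL1, 16.30 and 15.84 for CCL4L2, 16.04 and 15.37 for CCL20, 12.73 and 12.38 for CXCL3, 8.51 and 7.90 for CXCL6, and 9.19 and 8.37 for CXCR5. The cytokines of Fig. 1C had median log2 differences of 3.46 for IMQ against Ctrl and -0.55 for IMQ+DMD against IMQ, at percentiles 100 and 0 of the random lists. For the chemokines and receptors of Fig. 2A the median was at least 4.47 for IMQ against Ctrl, since CXCL6 and CCL22 were at the floor in Ctrl, again at percentile 100. It was 2.80 with normexp and 5.65 with no floor, and the fall after IMQ+DMD lay at percentile 0. The random lists were not matched on the rise after IMQ, so the percentiles of the falls do not compare these genes with other raised genes.

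The interferon-stimulated genes were lower after IMQ, with a median log2 difference of -0.90, 18 of 18 genes lower, and 7 at least 2-fold lower. Scaling to the 75th percentile and normexp left 17 of 18 lower. Without normalization the median was -1.34 and with spike-in scaling -1.42, with 14 of 18 genes at least 2-fold lower in each. A general fall of genes of this brightness on the IMQ array is argued against, since the median lay at percentile 0 of the matched random lists under every setting. A difference between single cultures unrelated to IMQ cannot be told apart from an effect of IMQ with 1 array per condition. Between IMQ+DMD and IMQ the median was 0.02, at percentile 66.6, and -0.02 with scaling to the 75th percentile. With spike-in scaling it was 0.18, at percentile 79.1, with 16 of 18 genes higher.

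For IMQ+DMD against IMQ, the median of the NF-κB feedback and target genes was -0.14 (percentile 0.04), with 13 of 14 lower. It was -0.18 (percentile 0) for the MAPK immediate-early and feedback genes, of which 8 were higher and 9 lower, so this median lies between genes that went both ways. With the 75th percentile, no normalization, or spike-in scaling, that list lay at percentile 15.9. The mitochondrial fission and fusion genes had medians of 0.01 for IMQ against Ctrl (percentile 58.7) and -0.00 for IMQ+DMD against IMQ (percentile 46.8). For the housekeeping genes the medians were -0.10 (percentile 16.6) and 0.00 (percentile 38.5). The signs of these small medians depend on the scaling: without normalization the IMQ against Ctrl median was -0.32 for the fission and fusion genes, with the 75th percentile it was 0.10 for the housekeeping genes, and for IMQ+DMD against IMQ spike-in scaling gave 0.08 for the former and the 75th percentile -0.16 for the latter. In each setting these lists lay within the central 95% of the random lists.

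Transcripts of other genes that the paper studies or names had the following log2 values in Ctrl, after IMQ, and after IMQ+DMD, and small differences among them change sign without normalization or with spike-in scaling. They were 10.74, 10.84, and 10.86 for DNM1L, which encodes Drp1, 11.63, 11.84, and 11.84 for RELA, 9.13, 9.44, and 9.19 for STAT3, 9.26, 8.89, and 8.72 for MAPK3, 6.43, 6.89, and 6.67 for MAPK8, and 8.69, 8.95, and 9.11 for MAPK14. GAPDH had 15.91, 15.94, and 16.03. GDAP1 had 7.45, 7.17, and 6.67, IL1B 13.74, 18.18, and 18.01, and TLR7, a receptor of IMQ, 9.24, 6.51, and 5.75. Another probe of MAPK8 changed the other way, by -0.31 from Ctrl to IMQ and by 0.51 from IMQ to IMQ+DMD. Its spot on the IMQ array was more uneven than 99.1% of similarly bright spots. The remaining MAPK8 probe changed by 0.03 and 0.24.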
